# The Neurotoxin DSP-4 Dysregulates the Locus Coeruleus-Norepinephrine System and Recapitulates Molecular and Behavioral Aspects of Prodromal Neurodegenerative Disease

**DOI:** 10.1523/ENEURO.0483-22.2022

**Published:** 2023-01-03

**Authors:** Alexa F. Iannitelli, Michael A. Kelberman, Daniel J. Lustberg, Anu Korukonda, Katharine E. McCann, Bernard Mulvey, Arielle Segal, L. Cameron Liles, Steven A. Sloan, Joseph D. Dougherty, David Weinshenker

**Keywords:** Alzheimer’s disease, DSP-4, locus coeruleus, mice, norepinephrine, Parkinson’s disease

## Abstract

The noradrenergic locus coeruleus (LC) is among the earliest sites of tau and α-synuclein pathology in Alzheimer’s disease (AD) and Parkinson’s disease (PD), respectively. The onset of these pathologies coincides with loss of noradrenergic fibers in LC target regions and the emergence of prodromal symptoms including sleep disturbances and anxiety. Paradoxically, these prodromal symptoms are indicative of a noradrenergic hyperactivity phenotype, rather than the predicted loss of norepinephrine (NE) transmission following LC damage, suggesting the engagement of complex compensatory mechanisms. Because current therapeutic efforts are targeting early disease, interest in the LC has grown, and it is critical to identify the links between pathology and dysfunction. We employed the LC-specific neurotoxin N-(2-chloroethyl)-N-ethyl-2-bromobenzylamine (DSP-4), which preferentially damages LC axons, to model early changes in the LC-NE system pertinent to AD and PD in male and female mice. DSP-4 (two doses of 50 mg/kg, one week apart) induced LC axon degeneration, triggered neuroinflammation and oxidative stress, and reduced tissue NE levels. There was no LC cell death or changes to LC firing, but transcriptomics revealed reduced expression of genes that define noradrenergic identity and other changes relevant to neurodegenerative disease. Despite the dramatic loss of LC fibers, NE turnover and signaling were elevated in terminal regions and were associated with anxiogenic phenotypes in multiple behavioral tests. These results represent a comprehensive analysis of how the LC-NE system responds to axon/terminal damage reminiscent of early AD and PD at the molecular, cellular, systems, and behavioral levels, and provides potential mechanisms underlying prodromal neuropsychiatric symptoms.

## Significance Statement

Both Alzheimer’s disease (AD) and Parkinson’s disease (PD) feature early pathology in, and damage to, the noradrenergic locus coeruleus (LC) that coincides with the emergence of prodromal neuropsychiatric symptoms consistent with norepinephrine (NE) dysfunction. Understanding how the locus coeruleus-norepinephrine system becomes dysregulated as it responds to degeneration may be key to developing therapies that ameliorate early disease phenotypes and retard progression. Using the selective locus coeruleus neurotoxin N-(2-chloroethyl)-N-ethyl-2-bromobenzylamine (DSP-4) in mice, we analyzed the response to noradrenergic axon and terminal damage reminiscent of early Alzheimer’s disease and Parkinson’s disease using molecular, cellular, and behavioral techniques. Our results uncovered aspects of noradrenergic hyperactivity and anxiety-like behavior in mice, suggesting that compensatory mechanisms are engaged in locus coeruleus neurons that may underlie prodromal symptoms of neurodegenerative disease.

## Introduction

Alzheimer’s disease (AD) and Parkinson’s disease (PD) are the most common cognitive and motor neurodegenerative disorders, respectively. Both conditions are characterized by abnormal protein accumulation in neurons leading to cellular dysfunction and death. While these disorders differ in their etiology and clinical presentation, early pathology in the brainstem locus coeruleus (LC) is a hallmark of both AD and PD (Weinshenker, 2018). The LC is the primary source of central norepinephrine (NE) and projects to nearly every other brain region (Foote et al., 1983; Berridge and Foote, 1996; Aston-Jones et al., 1999; Poe et al., 2020). LC neurons are the first to accumulate hyperphosphorylated tau in AD (Braak et al., 2011) and they develop aberrant α-synuclein before dopamine neurons of the substantia nigra (SN) in PD (Del Tredici et al., 2002). Although the LC eventually undergoes catastrophic degeneration in both diseases, these neurons can harbor pathology for years before cell death, displaying axon and dendrite loss in initial stages of AD and PD (Halliday et al., 1990; Busch et al., 1997; Theofilas et al., 2017; Doppler et al., 2021; Gilvesy et al., 2022). Combined, these data suggest that LC-NE deficiency contributes to AD and PD. Indeed, experimental lesions of the LC exacerbate neurodegeneration and cognitive deficits in rodent models, and loss of LC integrity correlates with cognitive decline in humans (Weinshenker, 2018; Jacobs et al., 2021b). However, this simplistic view is inconsistent with other data indicating excessive noradrenergic transmission, particularly early in disease. For example, increased levels and turnover of NE have been reported in the CSF of AD patients (Palmer et al., 1987; Hoogendijk et al., 1999; Henjum et al., 2022). Moreover, because LC activity promotes arousal and stress responses, increased, rather than decreased, NE signaling is consistent with many of the prodromal symptoms of AD and PD including anxiety, depression, agitation, and sleep disturbances (Weinshenker, 2018).

Animal models of AD (Goodman et al., 2021; Kelly et al., 2021; Kelberman et al., 2022) and PD (Butkovich, 2019; Matschke et al., 2022) that recapitulate early LC pathology but lack outright noradrenergic cell death exhibit LC-NE hyperactivity, anxiety-like behavior, and hyperarousal, which can be alleviated with the administration of adrenergic antagonists. Likewise, neuropsychiatric symptoms in AD correlate with high LC signal contrast and respond to blockade of adrenergic receptors (Peskind et al., 2005; Cassidy et al., 2022). We have proposed a more complex model in which damaged LC neurons engage compensatory mechanisms that lead to noradrenergic hyperactivity and contribute to prodromal behavioral phenotypes, followed later by frank LC cell death and NE deficiency that accelerates cognitive decline (Weinshenker, 2018). However, causal relationships between LC damage, cellular and molecular compensatory mechanisms, and prodromal symptoms remain to be investigated and established.

To better understand noradrenergic dysfunction in early neurodegenerative disease and its links to compensatory mechanisms and behavioral abnormalities, we employed the LC-specific neurotoxin N-(2-chloroethyl)-N-ethyl-2-bromobenzylamine (DSP-4), which preferentially damages noradrenergic axons compared with cell bodies (Grzanna et al., 1989; Fritschy and Grzanna, 1991; Zhang et al., 1995). While many groups have reported depletion of NE following DSP-4 administration (Grzanna et al., 1989; Theron et al., 1993; Wolfman et al., 1994; Harro et al., 1999; Szot et al., 2010), it is important to acknowledge some limitations: (1) the effects of DSP-4 are often interpreted as noradrenergic ablation without taking potential compensatory mechanisms into account; (2) most have focused on only a single (or a few) aspect(s) of LC function (e.g., NE abundance *or* axon integrity *or* LC-sensitive behaviors); and (3) many different dosing regimens and species have been used, limiting our ability to integrate the findings into a comprehensive picture of how the LC-NE system responds to damage. Here, we assessed the consequences of DSP-4 administration on molecular, cellular, and behavioral responses of the LC-NE system in parallel. Our results are critical for understanding LC dysfunction in AD and PD, and may provide a foundation for early diagnostic and intervention strategies for these disorders.

## Materials and Methods

### Animals

Adult male and female C57BL/6 mice were used for all behavioral, electrophysiological, and immunohistochemical experiments. No statistically significant differences between male and female mice were found in any of the data analyzed, and results were collapsed across sexes. For translating ribosome affinity purification (TRAP) RNA-sequencing experiments, we used male and female transgenic *Slc6a2*-*eGFP*/*Rpl10a* mice (B6;FVB-Tg(*Slc6a2*-*eGFP*/*Rpl10a*)JD1538Htz/J, The Jackson Laboratory, #031151), which incorporate an EGFP/Rpl10a ribosomal fusion protein into a bacterial artificial chromosome under the *Slc6a2* (NE transporter; NET) promoter to allow for the isolation of polysomes and translating mRNAs specifically from noradrenergic neurons. *Slc6a2*-*eGFP*/*Rpl10a* mice were purchased and maintained as hemizygotes on a C57BL/6 background. Mice were group housed with sex-matched and age-matched conspecifics (maximum of five animals per cage) until one week before behavioral testing, and then individually housed for the subsequent week of experimentation until euthanizing. Animals were maintained on a 12/12 h light/dark cycle (lights on at 7 A.M.), and food and water were available *ad libitum*, unless otherwise specified. All experiments were conducted at Emory University in accordance with the National Institutes of Health *Guideline for the Care and Use of Laboratory Animals* and approved by the Emory Institutional Animal Care and Use Committee. Mice were treated with DSP-4 (50 mg/kg, i.p.; Sigma-Aldrich) or vehicle (0.9% NaCl) on days 1 and 7. Electrophysiology and TRAP were conducted on day 14, and behavioral testing commenced on day 14 and ended on day 18.

### HPLC

Mice were anesthetized with isoflurane and euthanized by rapid decapitation. The pons, prefrontal cortex (PFC), and hippocampus were rapidly dissected on ice and flash-frozen in isopentane (2-Methylbutane) on dry ice. The samples were weighed and stored at −80°C until processing for HPLC. As previously described (Lustberg et al., 2022), tissue was thawed on ice and sonicated in 0.1 N perchloric acid (10 μl/mg tissue) for 12 s with 0.5-s pulses. Sonicated samples were centrifuged (16-100 rcf) for 30 min at 4°C, and the supernatant was then centrifuged through 0.45-μm filters at 4000 rcf for 10 min at 4°C. For HPLC, an ESA 5600A CoulArray detection system, equipped with an ESA Model 584 pump and an ESA 542 refrigerated autosampler was used. Separations were performed using an MD-150 × 3.2 mm C18, 3-μm column (Thermo Scientific) at 30°C. The mobile phase consisted of 8% acetonitrile, 75 mm NaH_2_PO_4_, 1.7 mm 1-octanesulfonic acid sodium and 0.025% trimethylamine at pH 2.9; 20 μl of sample was injected. The samples were eluted isocratically at 0.4 ml/min and detected using a 6210 electrochemical cell (ESA) equipped with 5020 guard cell. Guard cell potential was set at 475 mV, while analytical cell potentials were −175, 100, 350, and 425 mV. The analytes were identified by the matching criteria of retention time measures to known standards (Sigma). Compounds were quantified by comparing peak areas to those of standards on the dominant sensor.

### Immunohistochemistry

Mice were euthanized with an overdose of sodium pentobarbital (Fatal Plus, 150 mg/kg, i.p.; Med-Vet International) and were transcardially perfused with cold 4% paraformaldehyde (PFA) in 0.01 m PBS. After extraction, brains were postfixed overnight in 4% PFA at 4°C and then transferred to a 30% sucrose/PBS solution for 72 h at 4°C. Brains were embedded in OCT medium (Tissue-Tek) and sectioned by cryostat into 40-um-thick coronal sections at the level of the LC, anterior cingulate cortex (ACC), and hippocampus. Sections were blocked in 5% normal goat serum (NGS) in 0.01 m PBS/0.1% Triton X-100 permeabilization buffer and then incubated for 24 h at 4°C in NGS blocking buffer with primary antibodies listed in Table 1. Following washes in 0.01 m PBS, sections were incubated for 2 h in blocking buffer, including secondary antibodies described in Table 1. After washing, sections were mounted onto Superfrost Plus slides and coverslipped with Fluoromount-G plus DAPI (Southern Biotech).

**Table 1:** IHC antibodies

Antibodies	Host	Manufacturer	Catalog #	Dilution
Tyrosine hydroxylase Tyrosine hydroxylase	Chicken Rabbit	Abcam Pel-Freez	ab76442 P40101-0	1:1000 1:1000
Norepinephrine transporter	Mouse	Mab Technologies	NET05-2	1:1000
GFAP	Guinea pig	Synaptic Systems	173004	1:1000
IBA1	Rabbit	FUJIFILM Wako Pure Chemical Corporation	019-19741	1:1000
Nitrotyrosine	Mouse	Abcam	ab125106	1:1000
Arc	Guinea pig	Synaptic Systems	156004	1:1000
NeuroTrace 435/455 blue fluorescent Nissl stain	NA	Thermo Fisher Scientific	N21479	1:500
Alexa Fluor 488 anti-rabbit	Goat	Thermo Fisher Scientific	A-11008	1:500
Alexa Fluor 488 anti-guinea pig	Goat	Thermo Fisher Scientific	A-11073	1:500
Alexa Fluor 568 anti-chicken	Goat	Thermo Fisher Scientific	A-11041	1:500

### Quantification

For the catecholaminergic markers NE transporter (NET) and tyrosine hydroxylase (TH), the activity marker activity-regulated cytoskeletal gene (Arc), and the oxidative stress marker 3-nitrotyrosine (3-NT), immunofluorescent micrographs were acquired on a Leica DM6000B epifluorescent upright microscope at 20× magnification with uniform exposure parameters for each stain and region imaged. Following convention, these images are oriented with the dorsal direction up and the ventral direction down. For glial markers, immunofluorescent images were acquired as z-stack images (10 z-stacks; pitch: 0.1 μm) at 20× magnification and compressed on a Keyence BZ-X700 microscope system. One representative atlas-matched section was selected from each animal and a standard region of interest (ROI) was drawn for each image to delineate the LC, ACC, and hippocampus. For catecholaminergic and glial markers, image processing and analysis were conducted using the FIJI/ImageJ software. The analysis pipeline included standardized background subtraction, intensity thresholding (Otsu method), and pixel intensity measurements within defined ROIs of the same size (Lustberg et al., 2020a). Furthermore, *GFAP*^+^, *IBA1*^+^, and *S100B* ^+^ cells were quantified based on size and shape for glia (50–1000 μm^2^, circularity 0.15–1.0; Rorabaugh et al., 2017).

### Silver staining

Assessment of degenerating neuronal processes and cell bodies was performed using the NeuroSilver Staining kit II (FD NeuroTechnologies) on fixed, free-floating sections from saline-treated and DSP-4-treated mice (*n* = 3–4 per treatment group). Brain sections (40 μm) were collected by cryostat (Leica) at the level of the LC, ACC, and dentate gyrus (DG). Staining was performed according to the manufacturer’s instructions (Kolisnyk et al., 2017; Kumbhare et al., 2017), after which tissue sections were allowed to air-dry overnight on SuperFrost Plus slides (Fisher Scientific). Once dry, sections were cleared for 2 min in CitriSolv xylene substitute (Fisher Scientific) and coverslipped with DPX nonaqueous mounting media (MilliporeSigma). Brightfield micrographs of silver-stained sections were acquired at 20× magnification using a Keyence BZ-X700 at 20× magnification with uniform light exposure parameters throughout image acquisition.

### Cell counts

Coronal tissue sections were processed as described above (Immunohistochemistry) and images were acquired as described for glial markers (see above, Quantification). Using TH as a guide for anatomic LC borders and DAPI as a marker for individual nuclei, sections were atlas-matched and quantified using HALO imaging software (Indica Labs, v3.3.2541.420, FISH/IF v2.1.4). Nine sections were analyzed for each animal (*n* = 3/group), covering most of the LC. The total area analyzed did not differ between the saline-treated and DSP-4-treated groups. Within HALO, nuclei were defined using DAPI, and TH-positive and Nissl-positive nuclei cells were counted and summed across all nine sections for each animal. Comparisons were made between the number of Nissl+ and TH+ nuclei cells in the saline-treated and DSP-4-treated groups.

### Translating ribosome affinity purification (TRAP)

To obtain adequate quantities of RNA for sequencing, samples from two six- to eight-month-old, same-sex, and treatment *Slc6a2*-*eGFP*/*Rpl10a* mice were pooled to form a biological replicate by dissecting out the hindbrain posterior to the pontine/hypothalamic junction (cerebellum was discarded). Six biological replicates were collected per treatment group. Each replicate was homogenized and TRAP was performed as described (Mulvey et al., 2018), resulting in LC-enriched “TRAP” samples and whole-hindbrain “input” samples. RNA was extracted using Zymo RNA Clean & Concentrator-5 kit, and subsequently sent for library preparation and Illumina sequencing by NovoGene to a minimum depth of 20 million fragments per sample. Forward and reverse sequencing files from each replicate were aligned to the mouse genome (mm10) using STAR alignment, and counts were obtained using FeatureCounts in R Bioconductor. Two samples from saline-treated mice were removed from analysis because the TRAP protocol failed to enrich *Slc6a2* above a 10-fold change, a quality control threshold observed in all other saline-treated samples. All subsequent analysis used R Bioconductor packages. Sequencing data available on NCBI GEO (GSE221404).

To further characterize the gene expression changes, we performed a Weighted Gene Coexpression Network Analysis (WGCNA), as described previously (Zhang and Horvath, 2005; Langfelder et al., 2008). All samples that survived quality control parameters were used to create the co-expression network. Default parameters were primarily used throughout the analysis. The soft threshold power was set at 10, the point in which the scale free topology fit index was above 0.80. Minimum module size was set to 30 genes and modules with >95% similarity were merged, resulting in 159 modules which were then correlated with treatment. We also compared gene expression patterns in our dataset with a repository of gene sets using Gene Set Enrichment Analysis (GSEA 4.2.3; Mootha et al., 2003; Subramanian et al., 2005). Gene set permutation was used, as recommended by GSEA documentation for experiments with fewer than seven samples per group. Other parameters were set to default settings using 1000 gene set permutations and signal-to-noise ranking metric. We downloaded KEGG Pathways from the Molecular Signatures Database, which has 186 gene sets. After filtering for the recommended minimum (15) and maximum (500) gene set size, the remaining 145 gene sets were compared with the expression data from our dataset to calculate the GSEA enrichment score (ES) and to compute significant enrichment.

### Electrophysiology

Mice were anesthetized with chloral hydrate (400 mg/kg, i.p.) and placed into a stereotaxic frame. Fur was plucked and an incision was made to expose the skull. Burr holes were drilled over the approximate location of the LC (from bregma, AP: 5.2–5.4, ML: 0.7–1.1).

Recordings were made using 16 channel silicone probes (A1x16-Poly2-5 mm-50s-177-CM16LP, NeuroNexus) that were connected to a μ-series Cereplex headstage (Blackrock Microsystems). Digitized signals were acquired with a 16-channel Cereplex Direct system (Blackrock Microsystems) using a 250-Hz to 5-kHz bandpass filter and a sampling rate of 10 kS/s. Probes were lowered to the approximate location of the LC (DV: −2.7–4.3).

LC units were identified based on standard criteria, including stereotaxic coordinates, biphasic response to foot-pinch/shock, and reduction/cessation of spontaneous activity following injection of the α2-adrenergic receptor agonist clonidine (0.1 mg/kg, i.p.). For each set of recordings, a 5-min baseline period was collected, and was immediately followed by 10 applications of a contralateral foot-pinch separated by 10 s. Afterwards, 0.5 ms 1 mA footshocks were applied to the contralateral hindpaw separated by 10 s for 5.5 min to assess response to salient/aversive stimuli. LC spikes were manually sorted offline using Blackrock Offline Spike Sorting software.

Electrophysiology data were analyzed using Neuroexplorer. To ensure that recordings were from single units, neurons that had >2% of recorded spikes within a predefined 3-ms refractory period were eliminated from the analysis. Basal firing rate and interspike intervals were calculated based on spikes collected within the 5-min baseline period. Spontaneous burst characteristics (number of bursts, percentage of spikes in a burst, burst duration, spikes per burst, interspike interval within a burst, burst rate, and interburst interval) during baseline was characterized using previously defined criteria derived from dopamine neurons (Grace and Bunney, 1983; Iro et al., 2021). Finally, response to footshock was analyzed in three time windows: immediate (0–60 ms), intermediate (60–100 ms), and long (200–400 ms), as previously described (Hirata and Aston-Jones, 1994).

### Behavioral assays

Behavioral assays were performed in the following order, from least to most stressful.

#### Novelty-induced and circadian locomotion

Individual mice were placed in a Plexiglas arena (10 × 18 × 10 inches) surrounded by a 4 × 8 photobeam grid that records infrared beam breaks (Photobeam Activity System, San Diego Instruments; Lustberg et al., 2020a, b). Two consecutive beam breaks were recorded as an ambulation, and total ambulatory activity was recorded. Mice were left undisturbed in the arena for 23 h. The first hour of the test reflected novelty responses while the remainder of the testing period showed changes in locomotion as a function of circadian cycle. The number and location of ambulations were recorded in 5-min intervals.

#### Novelty suppressed feeding

Chow was removed from individual home cages 24 h before behavioral testing. Mice were moved to the test room under red light and allowed to habituate for 2 h before the start of the test. Individual mice were placed in a novel arena (10 × 18 × 10 inches) with a single pellet of standard mouse chow located in the center. The latency to feed, operationally defined as grasping and biting the food pellet, was recorded using a stopwatch. Mice that did not feed within the 15-min period were assigned a latency score of 900s (Tillage et al., 2020).

#### Marble burying

Individual mice were placed in a novel arena (10 × 18 × 10 inches) containing 20 marbles of uniform size and color arranged in a 4 × 5 grid, each on top of 2 inches of lightly pressed cobb bedding. Mice were left undisturbed for 30 min in a brightly lit room. At the end of testing, the mice were placed back into home cages, and the number of marbles buried were counted by two independent observers. If different scores were reported between observes, the average was taken. A marble was considered buried if at least two-thirds of its height was submerged in the bedding. For each test cage, digital photographs were obtained at uniform angles and distances.

### Statistical analyses

Immunohistochemical quantification, stereological cell counting, and HPLC measurements of catechol concentrations were compared between saline-treated and DSP-4-treated groups using a Student’s *t* test in GraphPad Prism. Similarly, behavioral assessment relied on *t* test comparison between groups for total ambulations in the novelty-induced locomotion assay, latency to feed in the novelty-suppressed feeding task, and number of marbles buried in the marble-burying test. R Bioconductor packages were used for statistical analyses of RNA sequencing data, including differential gene expression (DGE). For electrophysiological recordings, Student’s *t* tests or Mann–Whitney tests were used for comparison of basal firing rates and spontaneous bursting properties between treatment conditions for normally and non-normally distributed data, respectively. A two-way repeated measures ANOVA, with response period as the within subject factor and treatment as the between subject factor, was used to analyze LC response to footshock.

## Results

### DSP-4 reduces NE content and dysregulates NE turnover in the pons and LC projection fields

To confirm the efficacy and specificity of DSP-4 (two injections of 50 mg/kg, administered one week apart), we assessed tissue levels of catecholamines and their metabolites (Fig. 1). DSP-4 dramatically reduced NE in the pons, where LC cell bodies reside (*t*_(6)_ = 17.73, *p* < 0.0001), as well as in the hippocampus (*t*_(14)_ = 3.27, *p* = 0.0056) and prefrontal cortex (PFC; *t*_(14)_ = 3.347, *p* = 0.0048), two of the primary projection regions of the LC. (Fig. 1*a*). DSP-4 treatment similarly decreased levels of MHPG, the primary catecholamine metabolite, in the pons (*t*_(6)_ = 5.205, *p* = 0.002), PFC (*t*_(14)_ = 2.978, *p* = 0.01) and hippocampus (*t*_(14)_ = 3.140, *p* = 0.0072; Fig. 1*b*). Despite the reduction of NE, the rate of turnover (MHPG:NE ratio) was significantly increased in the pons (*t*_(6)_ = 2.685, *p* = 0.0363) and PFC (*t*_(14)_ = 2.499, *p* = 0.0255) compared with saline controls, with a similar trend seen in the hippocampus (*t*_(14)_ = 2.049, *p* = 0.0596), suggesting adaptations in the LC-NE system (Fig. 1*c*). By contrast, levels of other amine neuromodulators, including dopamine, serotonin, and their respective metabolites, were unchanged in all regions assessed (Table 2), confirming the specificity of this neurotoxin for noradrenergic neurons.

**Table 2:** Tissue monoamine levels measured by HPLC

	Pons		PFC		Hippocampus	
	Saline	DSP-4	Saline	DSP-4	Saline	DSP-4
NE	66.89 ± 1.28	34.91 ± 1.41**	28.69 ± 4.02	10.80 ± 3.56*	32.18 ± 4.23	12.85 ± 4.14*
MHPG	5.83 ± 0.30	4.04 ± 0.16*	4.75 ± 0.57	2.40 ± 0.55*	4.38 ± 0.34	2.42 ± 0.52*
MHPG:NE	0.09 ± 0.01	0.12 ± 0.01*	0.17 ± 0.02	0.28 ± 0.04*	0.15 ± 0.02	0.23 ± 0.03
DA	4.79 ± 0.41	5.27 ± 0.43	52.76 ± 18.95	48.07 ± 22.55	73.84 ± 44.50	92.99 ± 39.37
DOPAC	5.70 ± 0.74	5.94 ± 0.47	27.10 ± 5.67	17.03 ± 4.72	25.50 ± 12.82	28.74 ± 9.26
DOPAC:DA	1.18 ± 0.07	1.15 ± 0.12	0.78 ± 0.12	0.99 ± 0.25	0.98 ± 0.18	0.76 ± 0.19
HVA	6.10 ± 0.39	6.58 ± 0.50	22.35 ± 4.14	16.63 ± 3.25	16.49 ± 7.49	20.44 ± 6.17
5-HT	69.54 ± 8.13	65.91 ± 2.08	42.58 ± 5.87	41.33 ± 4.59	55.86 ± 6.29	51.42 ± 4.22
5-HIAA	64.71 ± 4.47	60.06 ± 2.48	34.01 ± 3.93	26.39 ± 3.06	46.38 ± 5.62	43.25 ± 5.10
5-HIAA:5-HT	1.09 ± 0.15	1.11 ± 0.07	0.86 ± 0.08	0.66 ± 0.06	0.86 ± 0.07	0.87 ± 0.11

Data shown as mean ± SEM, *N* = 4 per group for the pons, and *N* = 8 per group for the PFC and hippocampus; *p < 0.05, **p < 0.01.

**Figure 1.**
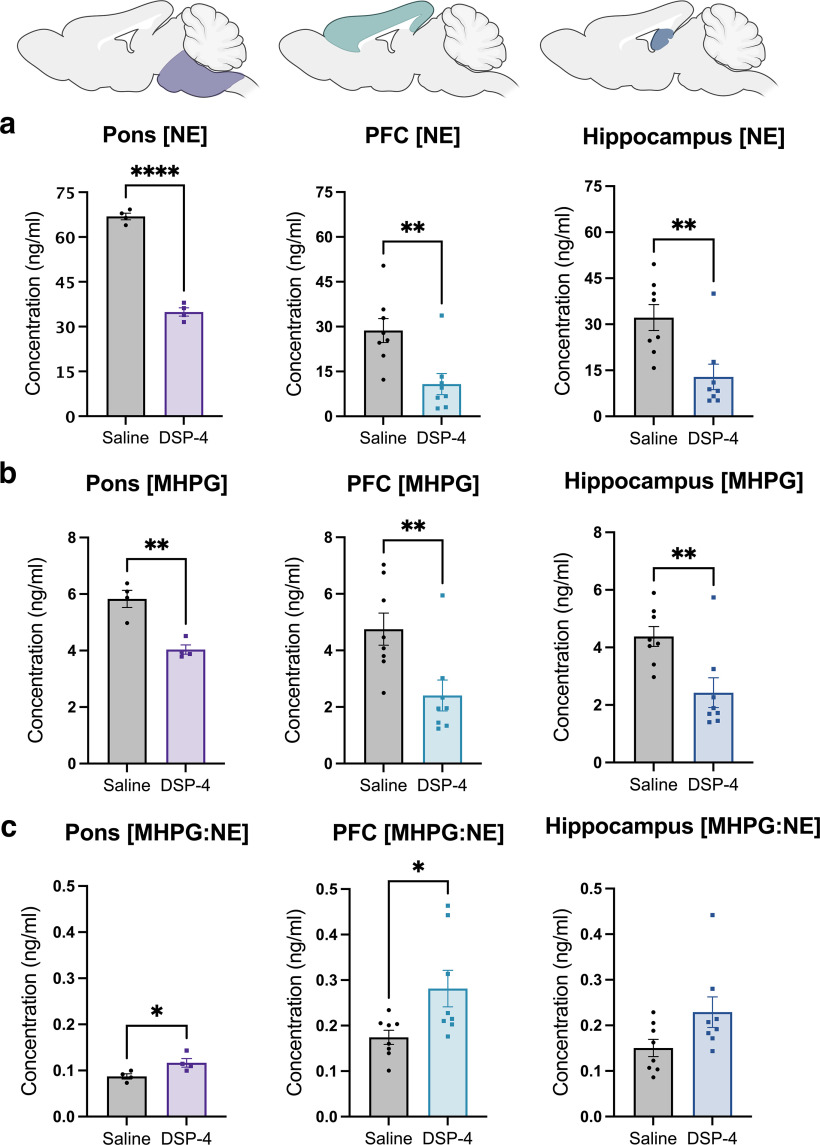
DSP-4 decreases tissue NE and metabolite levels and increases turnover. Mice received saline or DSP-4 (2 × 50 mg/kg, i.p.), and tissue monoamine and metabolite levels were measured one week later by HPLC in the pons, prefrontal cortex (PFC), and hippocampus (color shaded images at top represent the approximate regions dissected for analysis). DSP-4 significantly decreased NE (***a***) and its primary metabolite MHPG (***b***) in all three brain regions. ***c***, NE turnover, defined as the MHPG:NE ratio, was increased in the pons and PFC by DSP-4, with a similar trend in the hippocampus. Data shown as mean ± SEM, *N* = 8 per group; *p < 0.05, **p < 0.01, ****p < 0.0001.

### DSP-4 triggers loss of LC fibers and neuroinflammation but not frank cell body degeneration

Consistent with the depletion of tissue NE and canonical findings of LC fiber damage following DSP-4 treatment (Grzanna et al., 1989; Theron et al., 1993; Wolfman et al., 1994; Harro et al., 1999), NET immunoreactivity, a marker of LC axon, dendrite, and terminal integrity, was reduced in the LC (*t*_(6)_ = 6.003, *p* = 0.001), ACC (*t*_(6)_ = 13.76, *p* < 0.0001), and dentate gyrus (DG) region of the hippocampus (*t*_(6)_ = 10.23, *p* < 0.0001) in DSP-4-treated mice compared with controls (Fig. 2*a*). In contrast, we found that NET immunoreactivity in the bed nucleus of the stria terminalis (BNST), which receives noradrenergic innervation from brainstem A1 and A2 instead of the LC (Aston-Jones et al., 1999), was intact in DSP-4-treated mice (data not shown), indicating sparing of the ventral noradrenergic bundle and highlighting the specificity of DSP-4-induced damage to LC neurons.

**Figure 2.**
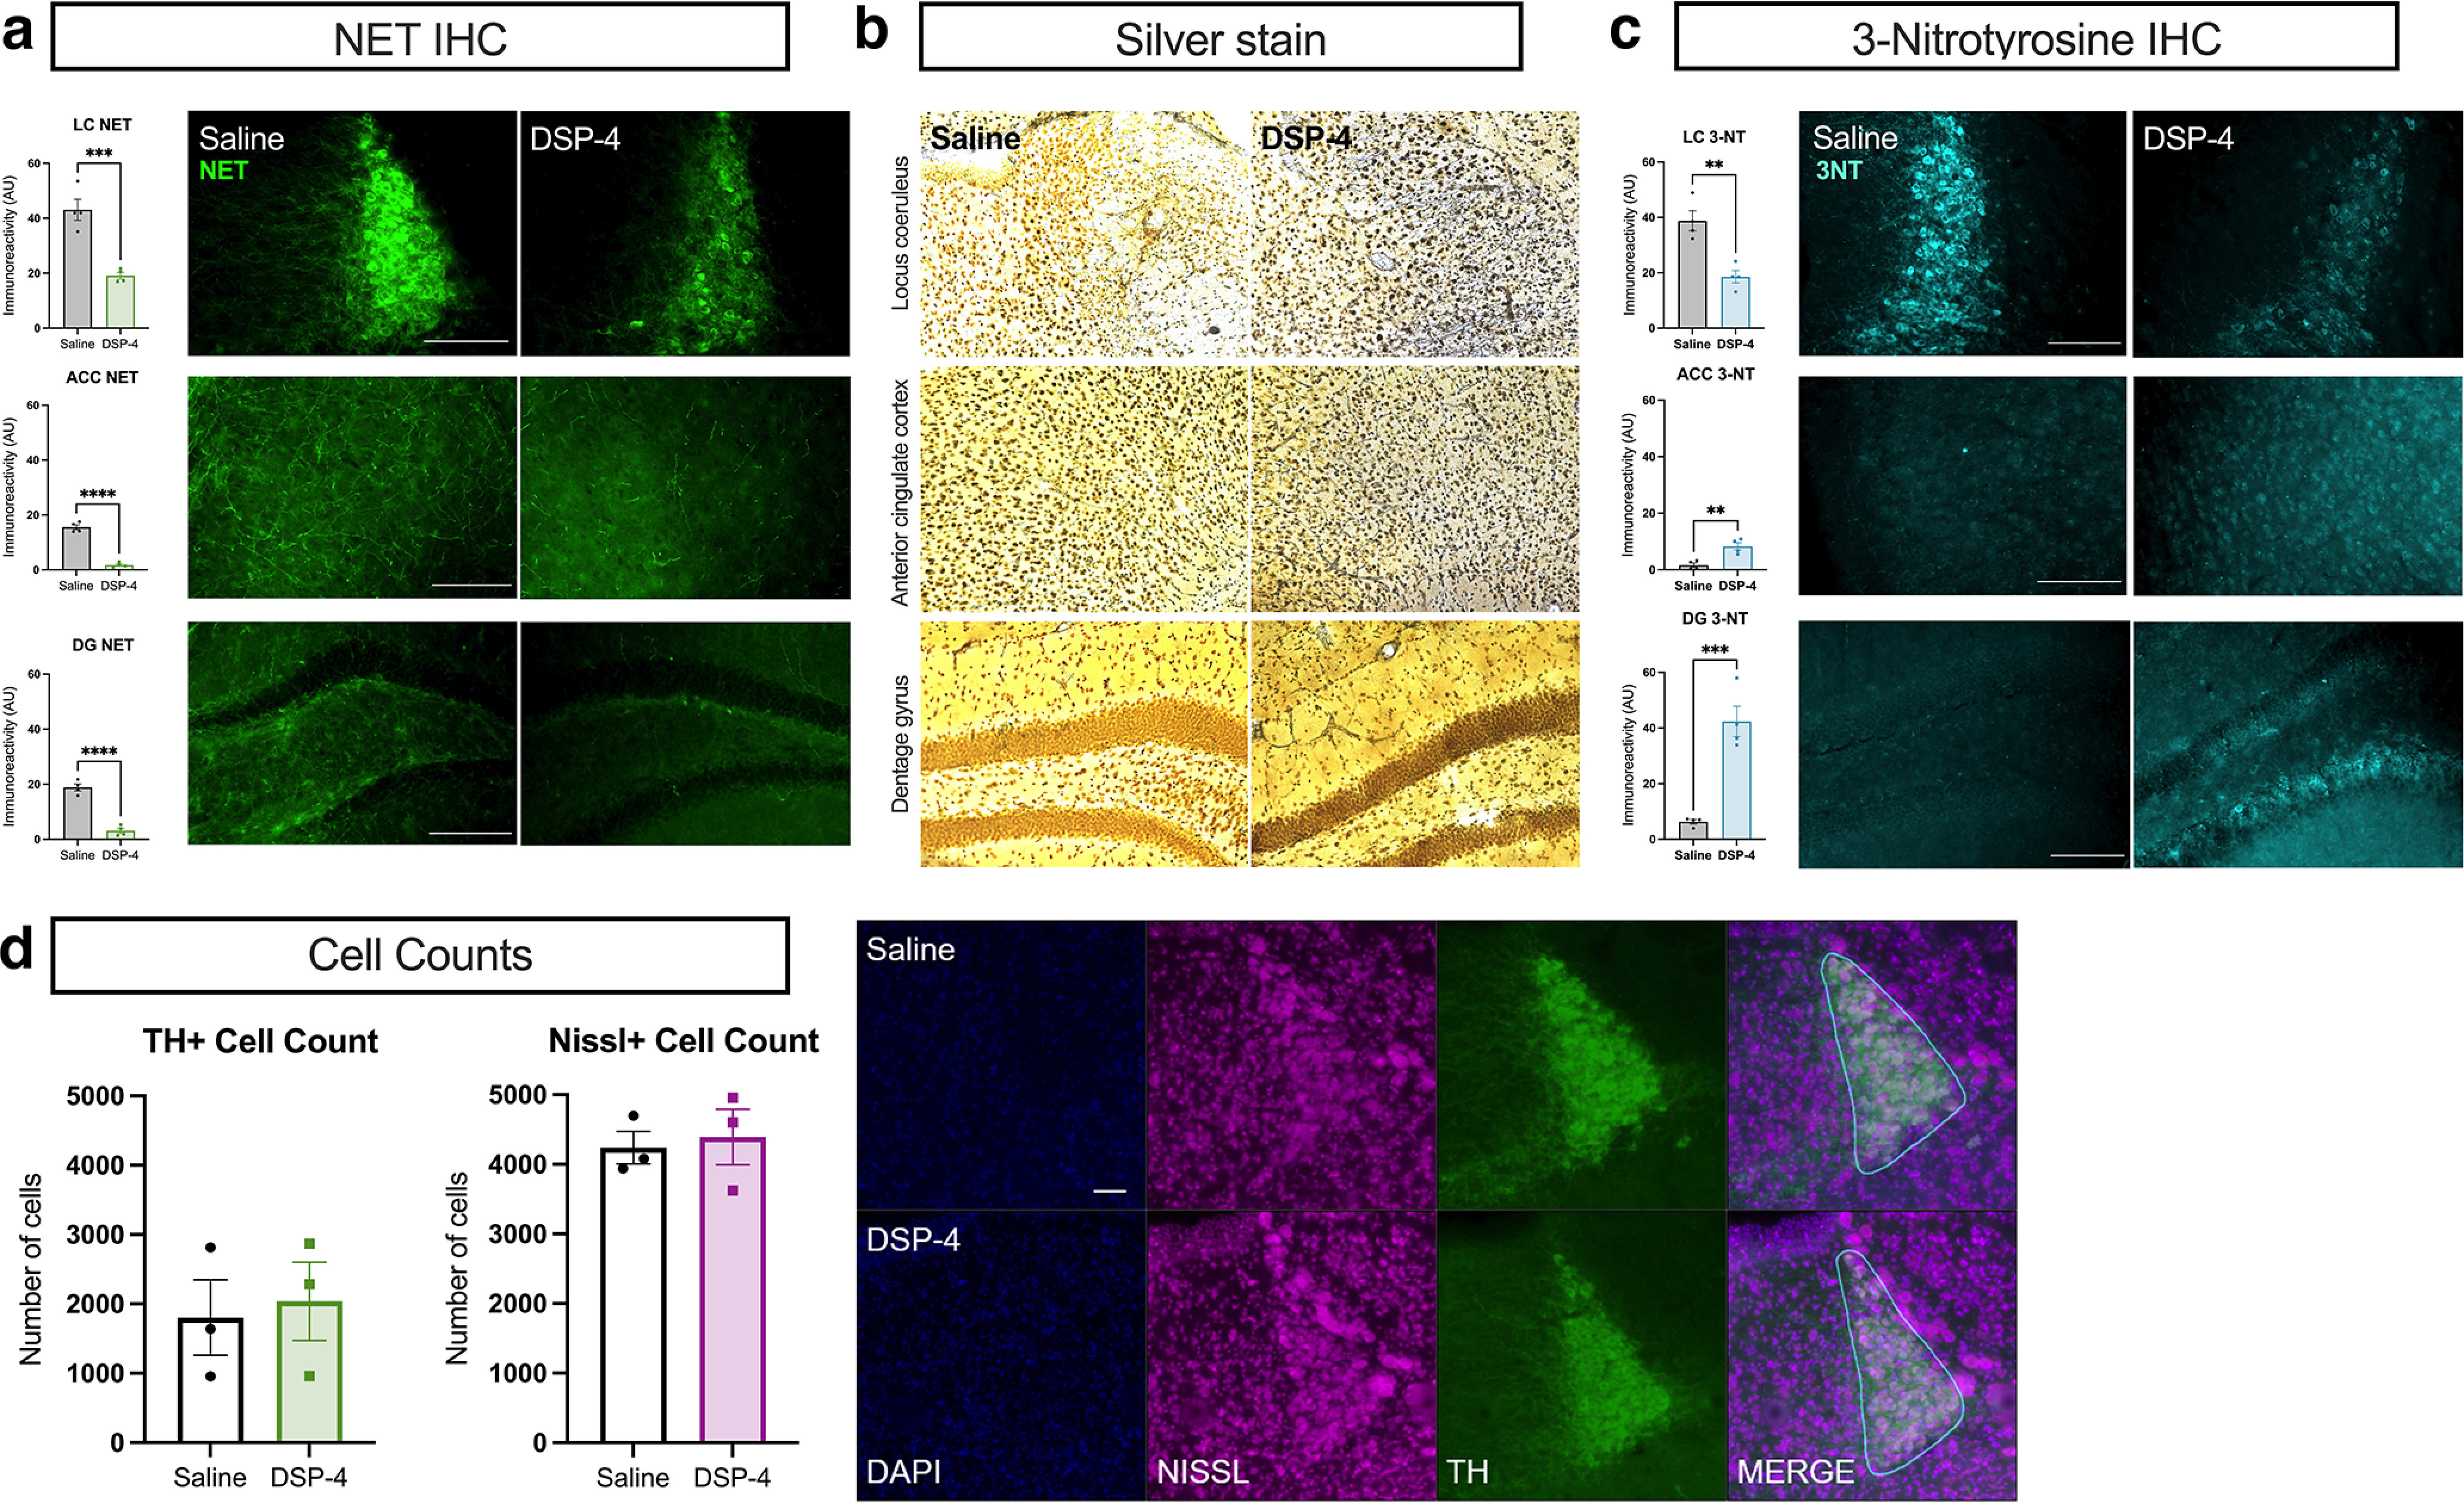
DSP-4 induces degeneration of noradrenergic terminals and oxidative stress but leaves LC cell bodies intact. Mice received saline or DSP-4 (2 × 50 mg/kg, i.p.) and assessed for locus coeruleus (LC) neuron damage one week later. ***a***, DSP-4 results in substantial loss of axon terminals as measured by norepinephrine transporter (NET) immunoreactivity in the dentate gyrus (DG) and anterior cingulate cortex (ACC), with a similar decrease in NET also present in the LC itself. ***b***, Representative images of silver-stained brain tissue indicates neurodegenerative processes in the LC, ACC, and DG following DSP-4. ***c***, The oxidative stress marker 3-nitrotyrosine (3-NT) was increased in the ACC and DG but decreased in the LC by DSP-4. ***d***, Despite NE fiber damage and the evidence of neurodegenerative and oxidative processes following DSP-4, LC cell body number was unaffected as measured by TH and NeuroTrace Nissl immunoreactivity. Images acquired at 20×. Data shown as mean ± SEM, *N* = 3–4 per group; **p < 0.01, ***p < 0.001, ****p < 0.0001.

Next, we used silver staining to verify that the loss of NET immunoreactivity reflected LC fiber degeneration and not just a downregulation of NET. Robust silver staining in the LC, ACC, and DG indicated the presence of degenerative processes in the LC and projection regions (Fig. 2*b*). Finally, we assessed levels of the oxidative stress marker 3-NT in the LC and projection regions and found that it was significantly decreased in the LC following DSP-4 administration (*t*_(6)_ = 4.746, *p* = 0.0032), but was increased in the ACC (*t*_(6)_ = 4.397, *p* = 0.0046) and DG (*t*_(6)_ = 6.558, *p* = 0.0006; Fig. 2*c*).

To determine whether damage resulting from DSP-4 impacted cell body integrity, we performed a count of LC neurons. We quantified DAPI+ cells also positive for TH or NeuroTrace Nissl in the LC. We found no differences in the number of LC neurons in DSP-4-treated mice compared with controls in either analysis (Fig. 2*d*).

Because neuroinflammation often occurs in response to damage and is a key component of AD and PD pathology (Tansey et al., 2022; Thakur et al., 2022), and glial activation can be impeded by NE signaling (Liu et al., 2019), we assessed immunoreactivity of the astrocyte marker GFAP and the microglial marker Iba-1 in the LC and target regions. We observed robust astrocytic (*t*_(4)_ = 6.969, *p* = 0.0022) and microglial (*t*_(4)_ = 3.642, *p* = 0.0219) responses in and around the LC of DSP-4-treated mice compared with controls (Fig. 3). GFAP immunoreactivity was elevated in the DG (*t*_(6)_ = 2.227, *p* = 0.0675), but decreased in the ACC (*t*_(6)_ = 2.480, *p* = 0.0478), and Iba-1 was increased in both the ACC (*t*_(6)_ = 3.351, *p* = 0.0154) and the DG (*t*_(6)_ = 4.118, *p* = 0.0062). These results reveal that damage to the LC and its projections recapitulates key aspects of neuroinflammation and neurodegeneration in AD and PD.

**Figure 3.**
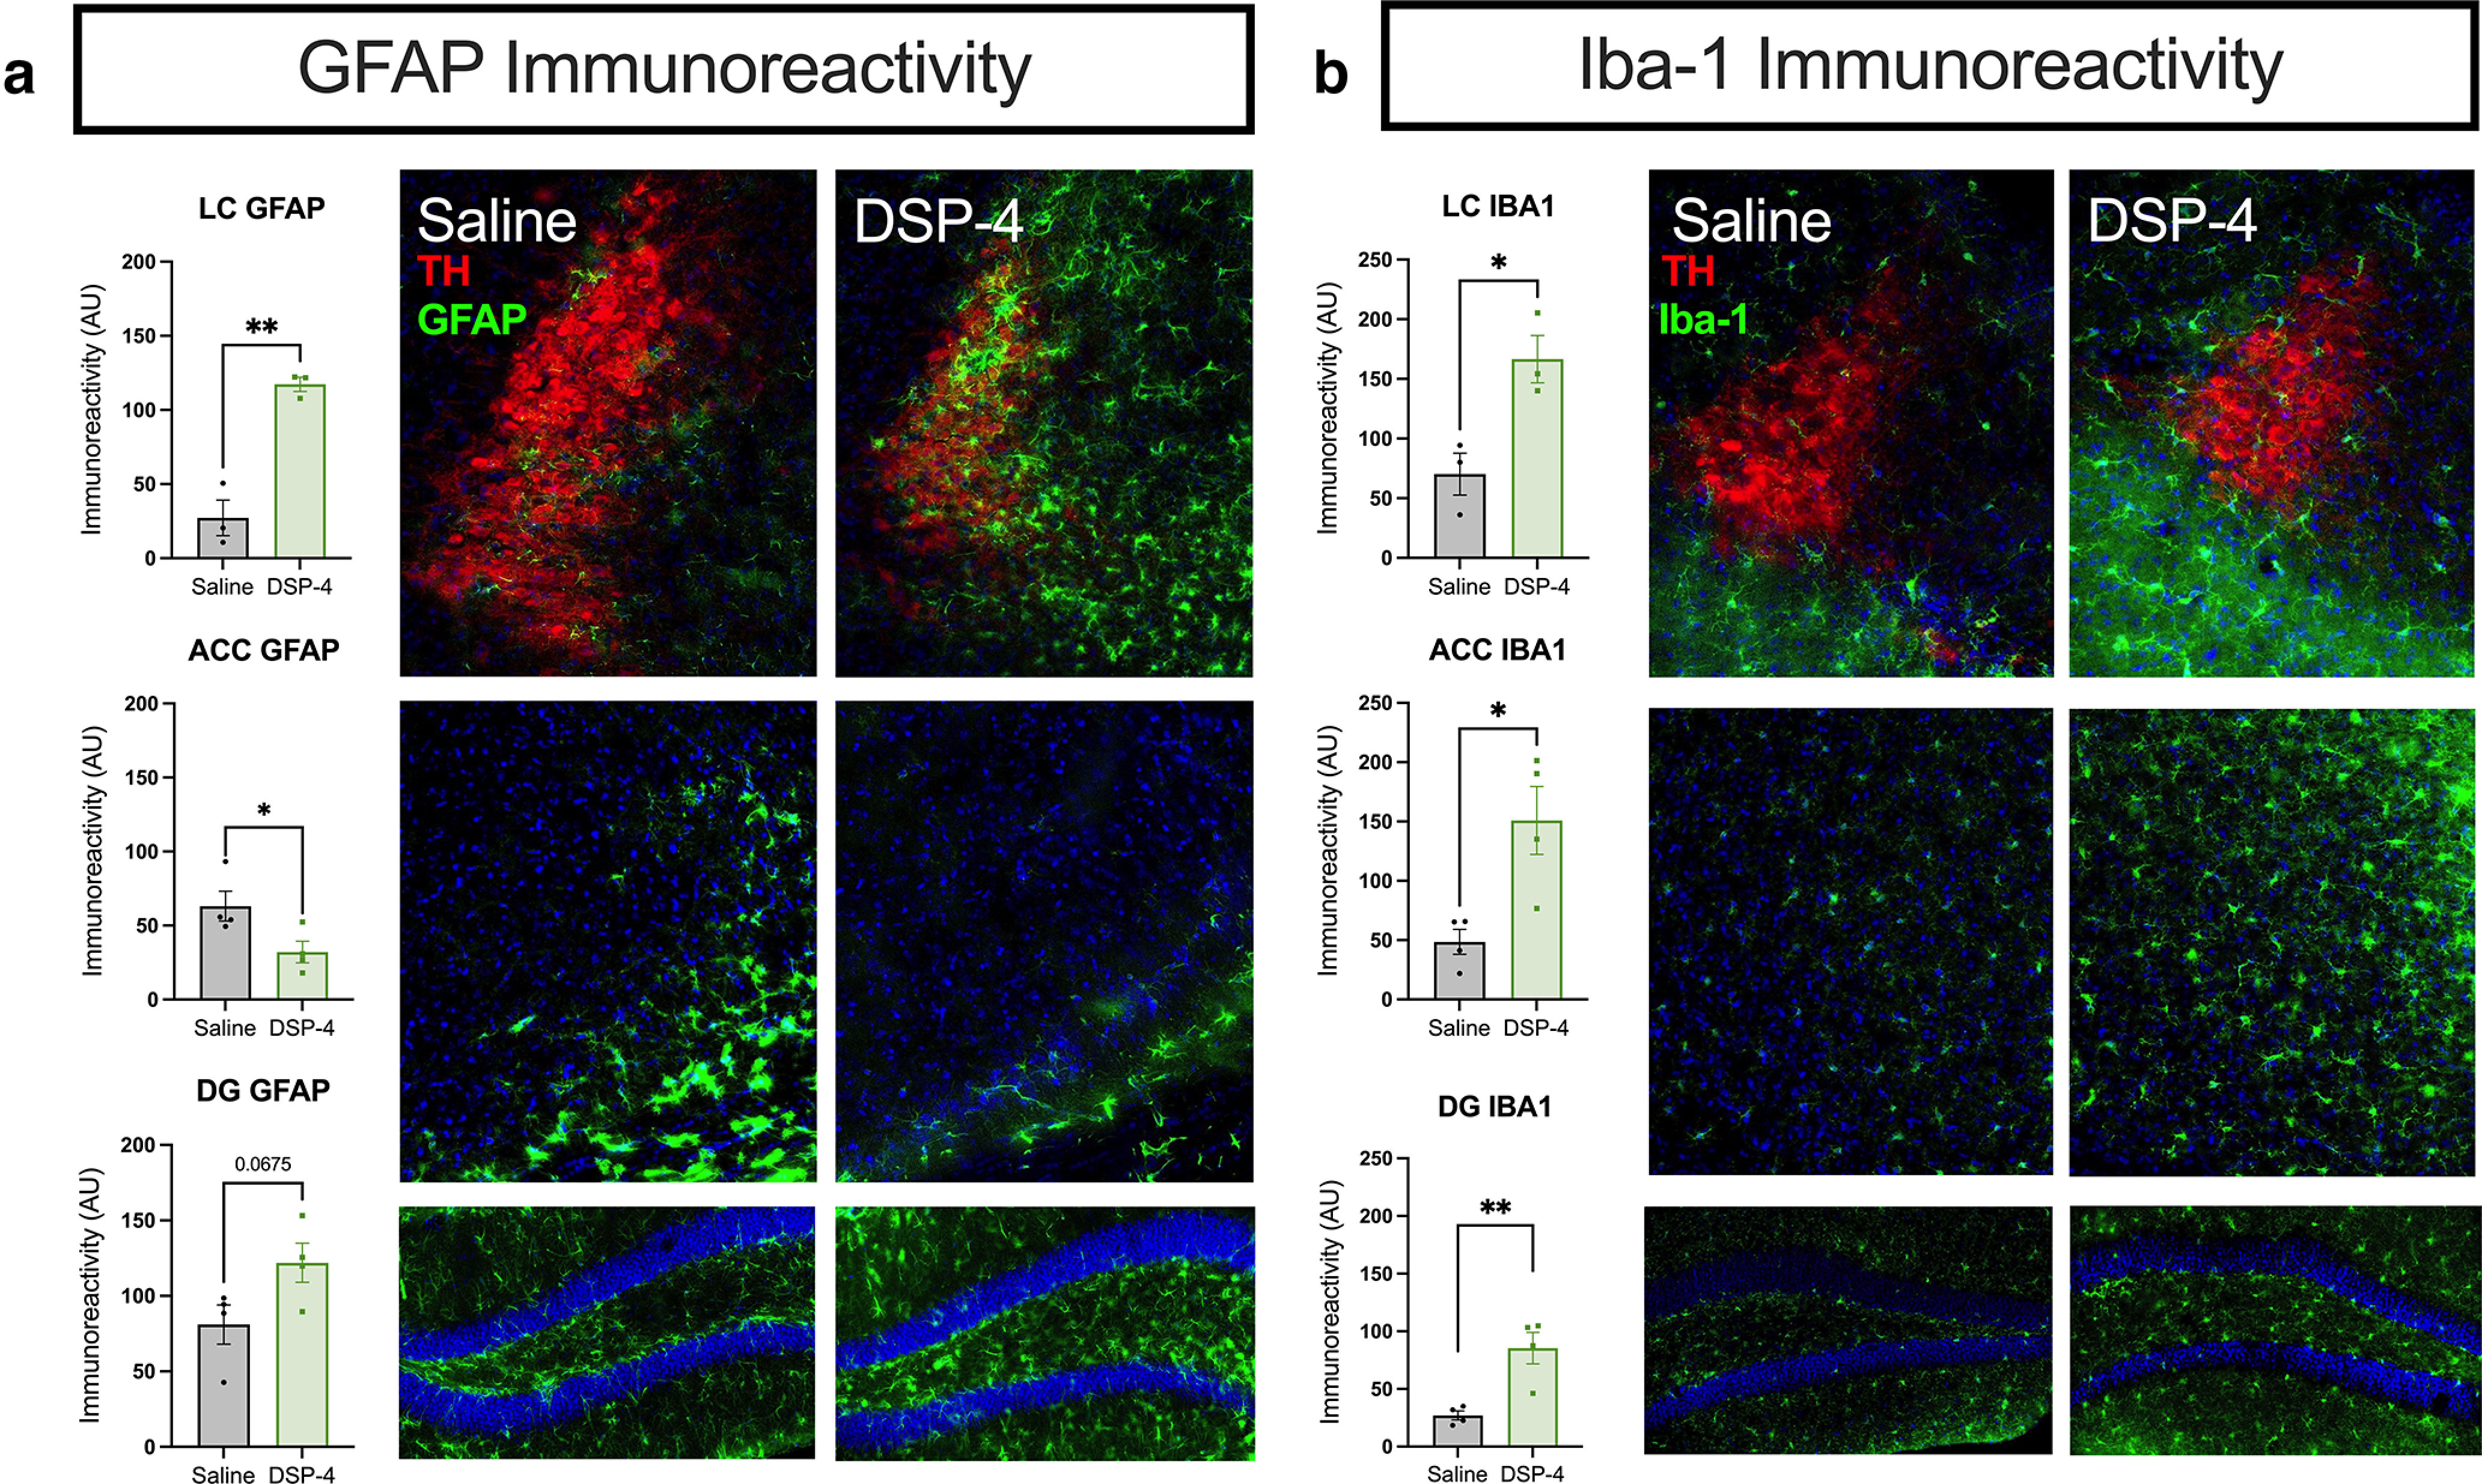
DSP-4 alters astrocyte and microglia activation across the LC-NE system. Mice received saline or DSP-4 (2 × 50 mg/kg, i.p.) and assessed for neuroinflammation one week later. ***a***, Astrocyte reactivity, as measured by GFAP immunostaining, was significantly increased in the locus coeruleus (LC) with a trend in the dentate gyrus (DG) following DSP-4 treatment, while the anterior cingulate cortex (ACC) showed a decreased astrocytic response. ***b***, Microglial response, indicated by Iba-1 immunoreactivity, was increased across all regions assessed. Images acquired at 20×. Data shown as mean ± SEM, *N* = 3–4 per group; *p < 0.05, **p < 0.01.

### DSP-4 treatment leads to molecular but not cellular dysfunction in LC cell bodies

The marked reduction in NET immunoreactivity (Fig. 2*a*) in the LC without the loss of cell bodies (Fig. 2*d*) suggested that dysregulation of noradrenergic markers may be occurring first on a molecular level. To assess this, we expanded our analysis to the entire LC transcriptome as a complement to our immunohistochemical staining of specific protein markers. We employed a *Slc2a6*-*Rpll10*-*eGFP* line for specific targeting of noradrenergic neurons through TRAP (Mulvey et al., 2018). 

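In TRAP, a tagged ribosomal protein is expressed in a chosen cell type, and the mRNA bound to the tagged ribosomes is pulled down from a tissue homogenate. The mice carried EGFP-tagged *Rpl10a* under control of *Slc6a2*, the gene of NET, so that the pulldown takes translating mRNA of noradrenergic neurons, and the input is the RNA of the whole-hindbrain homogenate. Each replicate pooled 2 mice of the same sex, 6 to 8 months old. The mice received 2 injections of 50 mg/kg DSP-4, a neurotoxin that enters noradrenergic neurons through NET, or of saline on days 1 and 7, and TRAP was performed on day 14. The libraries analysed are 9 of TRAP and 4 of input, namely DSP-4 TRAP replicates 1, 2, 3, 7, 8 and 9, saline TRAP replicates 4, 6 and 12, DSP-4 input replicates 2 and 7, and saline input replicates 5 and 12. The authors collected 6 replicates per treatment and removed 2 saline samples in which TRAP had not enriched *Slc6a2* by more than 10-fold. By the methods this would leave 4 saline samples, while 3 saline TRAP libraries are labelled and analysed here, and the difference could not be settled from the methods or the labels. The removed samples are not analysed here, and the paper describes this threshold for saline-treated samples.
The authors aligned paired reads to the mouse genome (mm10) with STAR and counted them per gene with featureCounts. The deposited values are whole-number counts of 12009 genes. Total counts over these genes were 17491357 to 27215994 per DSP-4 TRAP library (median 22095863.5) and 19156476 to 29199550 per saline TRAP library (median 21679450). The DSP-4 input libraries held 21697383 and 24374141 counts, and the saline input libraries 21725669 and 28208463. The paper states its minimum depth in fragments sequenced per sample, while the values here use the counts assigned to the listed genes. Counts were tested with edgeR's quasi-likelihood test after TMM scaling, at an FDR under 0.1 and two-sided, and are given as TMM-normalized CPM. The 9 TRAP libraries alone were fitted for the comparison of DSP-4 with saline. Comparisons with input used all 13 libraries, whose 4 groups shared one estimate of the spread, because each input group holds 2 libraries.
DSP-4 TRAP replicates 2 and 3 stood apart from the other TRAP libraries. Replicate 2 lay at −68.5 on the first principal component of log2 CPM (34.5% of the variance) and replicate 3 at 55.0 on the second (21.3%). They held 20 and 22 genes with a count of 0, against 0 to 6 in the other TRAP libraries. Mitochondrially encoded transcripts made up 0.530% to 2.64% of the counts in TRAP and 4.66% to 6.77% in input. In simulated libraries with the spread of the TRAP libraries, the test of 6 DSP-4 against 3 saline libraries recovered 14.9% of genes changed 1.5-fold, 65.7% of those changed 2-fold and 90.9% of those changed 3-fold. That simulation changed 200 genes and gave 125 calls. With fewer calls, as in the measured libraries, the same FDR demands a smaller p, so a smaller share would be recovered.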

We observed robust enrichment of LC genes in our TRAP samples compared with input (Fig. 4*a* and data not shown), indicating the successful implementation of this technique. 

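In saline-treated mice, the genes that make, store and recover norepinephrine were far more abundant in TRAP than in input. *Slc6a2* had a log2 fold change of 4.74 (SE 0.45, FDR = 4.77e-05 from edgeR), from 4.62 ± 0.611 CPM (SD, n = 2) in input. *Dbh*, the enzyme that converts dopamine to norepinephrine, had a log2 fold change of 3.71 (SE 0.29, FDR = 1.25e-05), from 10.3 ± 0.492 CPM (SD, n = 2) in input. The neuropeptide *Gal* rose by 2.88 on the log2 scale (FDR = 2.62e-05) and *Slc18a2*, the vesicular monoamine transporter, by 2.42 (FDR = 8.61e-05). *Phox2a*, a transcription factor that specifies noradrenergic neurons, rose by 2.83 and *Th*, the first enzyme of catecholamine synthesis, by 1.49. Of 24 noradrenergic genes listed before the data were examined, 21 were measured. Of these, 14 were higher in TRAP, 0 were lower and 7 did not pass the test (15 higher when adjusted over the list alone). The calcitonin receptor gene *Calcr* (2.55), the vesicular transporter gene *Slc10a4* (1.64) and the GABA-A receptor subunit *Gabrq* (2.10) were also higher. So was *Tph2* (1.05, also when adjusted over the list alone), which encodes the enzyme of serotonin synthesis in the brain, while the other 5 measured serotonergic genes did not pass, over all genes or when adjusted over the list alone.
Among all genes, the largest rises after *Slc6a2* and *Dbh* were those of *Exph5* (3.06), *Gal*, *Gabra6* (2.87, SE 1.22, and −0.16 without saline TRAP replicate 6), *Phox2a*, *Smc4* (2.78), *Esf1* (2.71) and *Dock11* (2.66). With limma on log2 CPM, *Gabra6* had a log2 fold change of 1.31 and did not pass (FDR = 0.413). *Gm39813* had the largest fitted change, but it lay at 0.118 CPM in saline input, and its fold is not given. The largest falls were those of *E030003E18Rik* (−4.75), *Gna12* (−4.21), *ATP8* (−4.19), *Pkd1* (−4.12), *Cabp7* (−4.07), *Rell2* (−3.81), *ND4L* (−3.67), *Carm1* (−3.44), *AF357359* (−3.31) and *Gps1* (−3.19). *ATP8* and *ND4L* are mitochondrially encoded, and 12 of the 13 genes of that list were lower in TRAP (12 when adjusted over the list alone), with a list median of −2.17. Of 30 genes of the axonal cytoskeleton and transport, 16 were higher, among them *Ank2* (1.74) and *Kif1b* (1.64), 3 were lower, among them *Klc2* (−1.92), and 11 did not pass (17 higher and 3 lower when adjusted over the list alone).
Markers of other cell types went both ways. Of 18 oligodendrocyte genes, 4 were lower, among them the myelin gene *Mbp* (−0.95), 1 was higher and 13 did not pass (4 lower and 1 higher when adjusted over the list alone). Of 17 microglial genes, 2 were lower, *C1qc* (−0.85) among them, 0 were higher and 15 did not pass (0 in either direction when adjusted over the list alone). Of 17 astrocyte genes, 5 were higher, among them the glutamate transporter *Slc1a2* (1.93), 2 were lower and 10 did not pass (5 higher and 3 lower when adjusted over the list alone). The GABA-synthesizing enzyme *Gad1* (1.24) was 1 of 4 higher genes among 8 of inhibitory neurons, of which 1 was lower and 3 did not pass (4 higher and 1 lower when adjusted over the list alone). Across 11542 annotated genes, which are not independent replicates, the log2 fold change fell with the GC content of the longest transcript (Spearman rho = −0.423). Medians were 0.45 in the fifth of genes lowest in GC and −0.42 in the fifth highest.
In all, 4217 of 12009 genes passed, 2337 higher and 1880 lower in TRAP. Without saline input replicate 12 the count was 2100, and without saline input replicate 5 it was 2431, the input library left being assumed to vary like the other groups. With a fixed block for replicate number, over the libraries whose TRAP and input share a homogenate, most of the 4217 calls were lost. In that fit saline holds 1 pair (replicate 12), so the saline enrichment rests on that pair and the spread on 2 DSP-4 pairs. In it *Phox2a* (FDR = 0.129), *Tph2* (FDR = 0.121), *Smc4* (FDR = 0.110), *Mbp* (FDR = 0.220), *C1qc* (FDR = 0.333) and *Gm39813* (FDR = 0.256) did not pass, and *Gabra6* turned to −0.49 (FDR = 0.719). With 1 library left out, *Gabra6* also did not pass without DSP-4 TRAP replicate 1 or 7 or any of the 4 input libraries (FDR = 0.101 to 0.323), *C1qc* and *Gm39813* without saline input replicate 5 (FDR = 0.108 and 0.250) or 12 (FDR = 0.160 and 0.123), and *Tph2* without saline input replicate 12 (FDR = 0.120).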

Next, we assessed differentially expressed genes (DEGs) between replicate samples from the DSP-4 treatment and saline control groups. 

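*Gal*, *Slc6a2* and *Dbh* were lower in TRAP from DSP-4-treated mice than from saline-treated mice, while the other measured noradrenergic genes did not pass the test. *Gal* fell from 103 ± 7.07 CPM (SD, n = 3) to 45.5 ± 6.44 CPM (SD, n = 6), a log2 fold change of −1.18 (SE 0.16, FDR = 0.0307 from edgeR). *Slc6a2* fell from 124 ± 5.16 to 44.9 ± 16.4 CPM, a log2 fold change of −1.48 (SE 0.24, FDR = 0.0928). *Dbh* fell from 136 ± 8.67 to 57.0 ± 14.9 CPM, a log2 fold change of −1.26 (SE 0.20, FDR = 0.0928). *Th* lay at 140 ± 36.5 CPM after saline and 78.8 ± 8.98 CPM after DSP-4, a log2 fold change of −0.84 (SE 0.17) that did not pass over all genes (FDR = 0.574). *Phox2a* lay at 12.5 ± 1.63 and 6.56 ± 2.94 CPM, a log2 fold change of −0.93 (SE 0.35) that did not pass either (FDR = 1.00).
These genes were also tested one by one with an exact two-sided permutation test of mean log2 CPM. For *Slc6a2*, *Th*, *Dbh* and *Gal*, all 6 DSP-4 libraries lay below every saline library (exact p = 0.0119 each, the smallest that the 84 splits of 6 and 3 libraries allow, and 0.0149 after adjustment over the 5 genes). For *Phox2a*, 5 of 6 DSP-4 libraries did (exact p = 0.0595, also after adjustment). The paper named these 5 genes from the same libraries, and the saline libraries had been kept for their *Slc6a2* enrichment, so these p-values do not account for that selection. In the reference annotation of GRCm38 (GENCODE vM21), all 5 are protein-coding genes. *Slc6a2* lies on the plus strand of chromosome 8 from 92960079 to 93001667, and *Dbh* on the plus strand of chromosome 2 from 27165233 to 27183200. *Gal* lies on the minus strand of chromosome 19 from 3409915 to 3414544, and *Th* on the minus strand of chromosome 7 from 142892752 to 142931128. *Phox2a* lies on the plus strand of chromosome 7 from 101818313 to 101822726, where 95 bp, or 4.67% of its exonic length, overlap *Inppl1* on the other strand.
Of the noradrenergic genes measured, 3 fell, 0 rose and 18 did not pass the test, and 17 of 21 had a negative log2 fold change (list median −0.27). Adjusted over the list alone, 5 were lower, *Th* (adjusted p = 0.00116) and *Phox2a* (adjusted p = 0.0731) being the other two. The list holds all 5 genes that the paper names from these samples, so this count is not independent evidence of its direction.
The CPM of *Slc6a2* in TRAP divided by its mean CPM in input of the same treatment was 25.6 to 27.6 in the 3 saline libraries, which the authors had kept for their enrichment of *Slc6a2*, and 8.72 to 23.3 in the 6 DSP-4 libraries. Without DSP-4 TRAP replicates 2 and 3, which stood apart from the other TRAP libraries, *Slc6a2*, *Dbh* and *Gal* were again the 3 genes that passed. With 1 library left out in turn, *Slc6a2* passed without DSP-4 TRAP replicate 2 and not otherwise (FDR = 0.176 to 0.663), *Dbh* passed without DSP-4 TRAP replicate 2 or 9 and not otherwise (FDR = 0.20 to 0.663), and *Gal* did not pass without DSP-4 TRAP replicate 1 or 7 or saline TRAP replicate 4, 6 or 12 (FDR = 0.126 to 0.299).

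**Figure D1:**
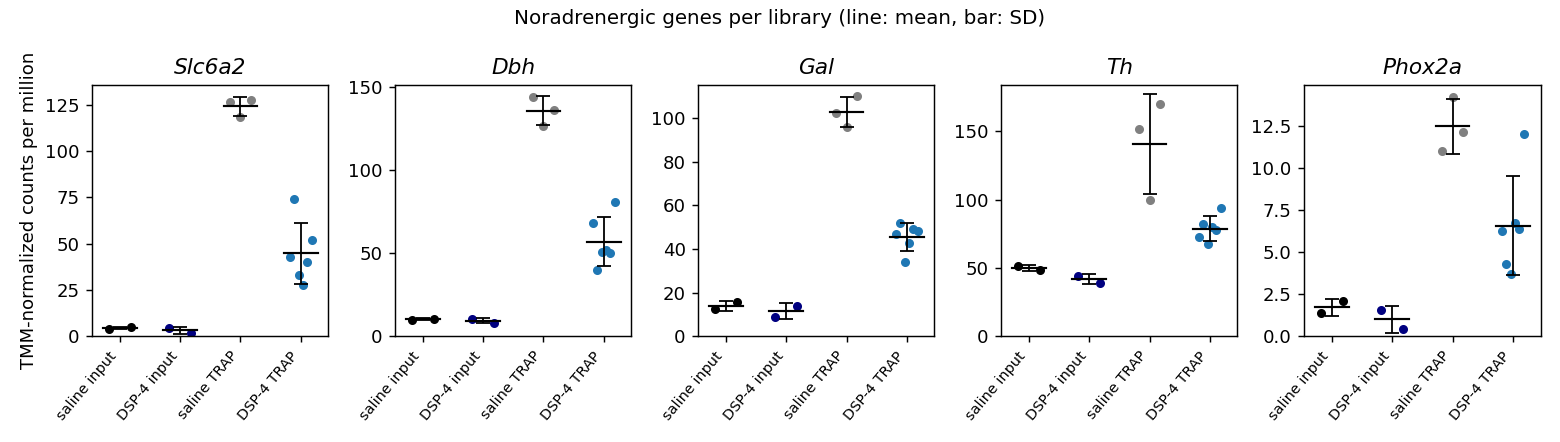
TMM-normalized CPM (y axis, linear from 0) of 5 noradrenergic genes in saline input (2 libraries), DSP-4 input (2), saline TRAP (3) and DSP-4 TRAP (6). Each point is a library, the horizontal line the mean and the bar the SD. In TRAP, DSP-4 libraries lie below saline libraries for *Slc6a2*, *Dbh*, *Gal* and *Th*, and 1 DSP-4 library lies among the saline libraries for *Phox2a*.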

Most notably, we saw a marked downregulation of multiple noradrenergic function and specification genes, including *Slc6a2* (NET; logFC = −1.5032, *p* < 0.0001), *Th* (logFC = −0.7850, *p* = 0.0006), *Dbh* (logFC = −1.2642, *p* < 0.0001), and *Phox2a* (logFC = −1.0292, *p* = 0.0054), and the LC-enriched neuropeptide *Gal* (logFC = −1.1636, *p* < 0.0001), which is reflective of a loss of LC neuron “identity” following DSP-4 administration (Fig. 4*b*,*c*). 

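Beyond the noradrenergic genes, the genes with the smallest p-values for lower expression after DSP-4 were *Fkbp1b*, *Slc10a4*, *Pcbd1*, *Ctxn1*, *LOC108168233* and *Mt2*, and none of these passed the test. *Fkbp1b*, which binds ryanodine receptors, lay at 93.1 ± 8.65 CPM (SD, n = 3) after saline and 54.3 ± 8.16 CPM (SD, n = 6) after DSP-4, a log2 fold change of −0.79 (SE 0.16). *Slc10a4*, a vesicular transporter of monoaminergic and cholinergic neurons, lay at 78.5 ± 4.03 and 50.5 ± 5.46 CPM, a log2 fold change of −0.65 (SE 0.15). *Pcbd1*, which recycles the cofactor of tyrosine hydroxylase, had a log2 fold change of −0.62 (SE 0.14), *Ctxn1* of −0.81, *LOC108168233* of −0.68 and the metallothionein gene *Mt2* of −0.78. The genes with the smallest p-values for higher expression did not pass either. They were *Mitf*, a transcription factor of pigment cells (0.82, SE 0.20), *A830018L16Rik* (0.54), *Gh* (3.78), *Hspa1l*, a gene of the HSP70 family (0.95), *H2-T23*, a nonclassical MHC class I gene (0.67), *Prl* (4.00), *Tmem144* (0.66), *Gm8615* (1.67), *Xkr8* (0.88) and *Nyap2* (0.62). In the annotation, 71.9% of the exonic length of *Hspa1l* overlaps *Gm10501*, so reads of the 2 genes may be shared.
Of the 15 genes that Fig. 4c lists as lower, all 15 had a negative log2 fold change here, and of the 15 listed as higher, all 15 had a positive one. The paper chose these genes on the same samples, so the count is not independent evidence. Among them, *Ppp2r3d* had a log2 fold change of −1.09 (SE 0.30), *Calr3* of −1.06, *Tspan18* of −0.96, the microtubule-associated protein gene *Dcx* of −0.90, *Ndufa4l2* of −0.87, *Gm5093* of −0.86, *Erdr1* of −0.85 and *Calcr* of −0.76. Among the less certain genes, *G530011O06Rik* (−1.52, SE 0.61) shares 40.0% of its exonic length with *Mid1*, *LOC108168645* (−1.55, SE 0.73) had a count of 0 in DSP-4 TRAP replicate 8, and *Gm16677* (−1.1, SE 0.99) had a count of 0 in DSP-4 TRAP replicates 2 and 3. On the higher side, *Rai14* had a log2 fold change of 1.04, the homeobox gene *Six3* of 0.93, *Foxj1*, a regulator of motile cilia, of 0.90, *Dctd* of 0.86, *Ppwd1* of 0.83, *Slc5a5* of 0.82, *Fut10* of 0.82, *Rasal1* of 0.80, *Tll1* of 0.77, *Sema3b* of 0.76, *Tmem181b-ps* of 0.67 and *Hpgd* of 0.66. Of the 30 genes, 24 had an unadjusted p under 0.05 and 3 an FDR under 0.1.
Over 12009 genes, edgeR called 3 genes lower and 0 higher at an FDR under 0.1, and 151 lower and 75 higher at an unadjusted p under 0.05. DESeq2 called 5 genes, *Th* and *Fkbp1b* added, all lower, and limma on log2 CPM called 3, all lower. With 1 library left out, edgeR called 0 genes without DSP-4 TRAP replicate 1 or 7 or without saline TRAP replicate 4, 6 or 12, and 1 gene without DSP-4 TRAP replicate 3 or 8.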

While only three DEGs reached stringent statistical significance with a false discovery rate (FDR) < 0.1 (*Slc6a2*, *Dbh*, *Gal*), this experiment yielded a substantial list of biologically informative transcripts (Fig. 4*c*). Further analysis of gene expression networks using WGCNA revealed four modules that were significantly correlated with treatment, one of which included *Dbh*, *Gal*, and *Slc6a2* (Fig. 4*d*). This module contained 72 genes, including several that are implicated in neurodegenerative diseases (Table 3), suggesting that critical LC genes (*Dbh*, *Gal*, *Slc6a2*) are clustering with neurodegeneration genes in their expression patterns after treatment with DSP-4. 

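Of the genes of Table 3 other than *Slc6a2*, *Dbh* and *Gal*, 10 were tested in the TRAP libraries, and none of these passed the test of DSP-4 against saline. Among them, *Snrpg*, a core protein of the spliceosome, had a log2 fold change of −0.74 (SE 0.42), *Rab3b*, a small GTPase of synaptic vesicles, of −0.44 (SE 0.14), and *Gabrq* of −0.32 (SE 0.16). *Syt10*, a synaptotagmin, had a log2 fold change of 0.66 (SE 0.28), the aryl hydrocarbon receptor gene *Ahr* of 0.43 (SE 0.29), the transcriptional corepressor gene *Tle1* of 0.33 (SE 0.15), and the mitochondrial ATPase gene *Atad3a* of 0.19 (SE 0.18).
Co-expression after DSP-4 was measured over the 6 DSP-4 TRAP libraries. Each gene's log2 CPM was correlated with the mean standardized log2 CPM of *Slc6a2*, *Dbh* and *Gal*, with exact two-sided permutation p-values over 720 orders. The strongest correlations were those of *Tle1* (r = −0.75, p = 0.0917, adjusted p = 0.421 over the 10 genes), *Snrpg* (r = −0.70, p = 0.122) and *Gabrq* (r = 0.69, p = 0.126). Spearman's rho was 0.83 for *Gabrq* (p = 0.0583). The others had r of −0.58 for *Xkr8*, −0.45 for *Atad3a*, 0.43 for *Ahr*, 0.38 for *Rab3b*, −0.10 for *Syt10*, −0.02 for *Fkbp1b* and −0.02 for *Slc10a4*. None of the 10 passed after adjustment. Without the 2 libraries farthest from the median of the *Slc6a2*, *Dbh* and *Gal* mean, DSP-4 TRAP replicates 3 and 7, r was 0.59 for *Tle1*, 0.15 for *Snrpg*, 0.62 for *Gabrq*, 0.10 for *Xkr8*, 0.99 for *Atad3a*, −0.40 for *Ahr*, 0.94 for *Rab3b*, −0.14 for *Syt10*, −0.81 for *Fkbp1b* and 0.96 for *Slc10a4*. The sign of r for *Tle1*, *Snrpg*, *Xkr8*, *Atad3a*, *Ahr* and *Slc10a4*, and the values near 0 for *Fkbp1b* and *Slc10a4*, therefore rest on those libraries. The median size of r over the 10 genes was 0.441, against 0.359 over 12006 genes, which is percentile 76.4 among random lists of 10 genes. Within the 6 libraries, r was −0.12 between *Slc6a2* and *Dbh*, 0.68 between *Slc6a2* and *Gal*, and 0.04 between *Dbh* and *Gal*. The 3 genes thus did not vary as 1 group there. These correlations also leave out the difference between treatments, with which the paper's module was correlated, so they do not test that module.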

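After DSP-4, subunits of complex I and complex V of the mitochondrial respiratory chain ranked lower in TRAP than random gene sets, and lysosomal genes higher, while no single one of them passed the test over all genes. For each of these 3 lists the call was lost with an estimated correlation between the genes of a list (adjusted p = 0.342 from limma's camera). Regrouping the libraries over the 84 splits gave an unadjusted p of 0.107 for complex I and complex V and of 0.0833 for the lysosome list. Adjusted over the 20 lists scored, p was 0.306 for each. In that test 1 list alone cannot pass, as the smallest unadjusted p is 0.0119. All 37 measured subunits of complex I had a negative log2 fold change (list median −0.20), among them *Ndufc1* (−0.54), *Ndufa3* (−0.47), *Ndufs6* (−0.38) and *Ndufa2* (−0.37). Of 18 subunits of complex V, the ATP synthase, 16 were negative (list median −0.19), among them *Atp5e* (−0.58) and *Atp5k* (−0.52). Of 63 lysosomal genes, 44 were positive (list median 0.09), among them the cathepsin genes *Ctso* (0.32), *Ctss* (0.31) and *Ctsd* (0.15) and the mannose-6-phosphate receptor gene *M6pr* (0.21). In each of these lists, edgeR called 0 genes over all genes and 0 when adjusted over the list alone. At an unadjusted p under 0.05 it called 3 lower genes of complex I, 3 lower genes of complex V and 0 lysosomal genes.
The lists, fixed before the data were examined and not those of KEGG, were scored by the GSEA running sum, with p-values adjusted over the 20 lists that hold at least 15 measured genes. Complex I had an ES of −0.69 (adjusted p = 0.00697) and complex V of −0.72 (adjusted p = 0.00697). Joined into 1 list of 82 genes, a choice made after seeing the data, the subunits of complexes I to V had an ES of −0.67 (adjusted p = 0.00628, and adjusted p = 0.319 with an estimated correlation), and 74 were negative. The lysosome list had an ES of 0.48 (adjusted p = 0.00697). Its genes include *Ctss*, which is also in the microglia list. The list of cytokines and their receptors had an ES of 0.40 (adjusted p = 0.0572), with 38 of 55 genes positive, *Tnfrsf19* (0.45) and *Il1rap* (−0.46) among its members. The melanogenesis list had an ES of 0.35 (adjusted p = 0.105). In it 40 of 64 genes were positive, and *Mitf* was the 1 gene higher when adjusted over the list alone (adjusted p = 0.0670). The list of cancer pathways had an ES of 0.23 (adjusted p = 0.554), with 55 of 96 genes positive, *Smad3* (0.48) and *Hras* (−0.34) among its members.
In all, 8 of the 20 lists passed, 6 lower and 2 higher after DSP-4. In the other splits of the 9 TRAP libraries into 6 and 3, a median of 5 lists and at most 12 passed. The noradrenergic list had an ES of −0.80 (adjusted p = 0.00697) and was the 1 list that passed with an estimated correlation (adjusted p = 0.0370 over the 20 lists). Adjusted over all 34 lists, it did not pass (adjusted p = 0.0629). Over all alternatives, the adjusted p ran from 5.73e-19 to 0.306 for the noradrenergic list, from 5.22e-09 to 0.524 for complex I and from 1.11e-14 to 0.500 for the joined list. The 0.306 of the noradrenergic list came from regrouping the libraries, where its unadjusted p was 0.0238 (2 of 84 splits). Without DSP-4 TRAP replicates 2 and 3, 3 lists passed, and the lysosome list did not (adjusted p = 0.236). The lysosome list also did not pass without DSP-4 TRAP replicate 8 (adjusted p = 0.110) or saline TRAP replicate 12 (adjusted p = 0.0870), over a range of 0.00686 to 0.536 across all alternatives, nor did complex V without saline TRAP replicate 4 (adjusted p = 0.0687, range 6.77e-06 to 0.524).

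**Figure D2:**
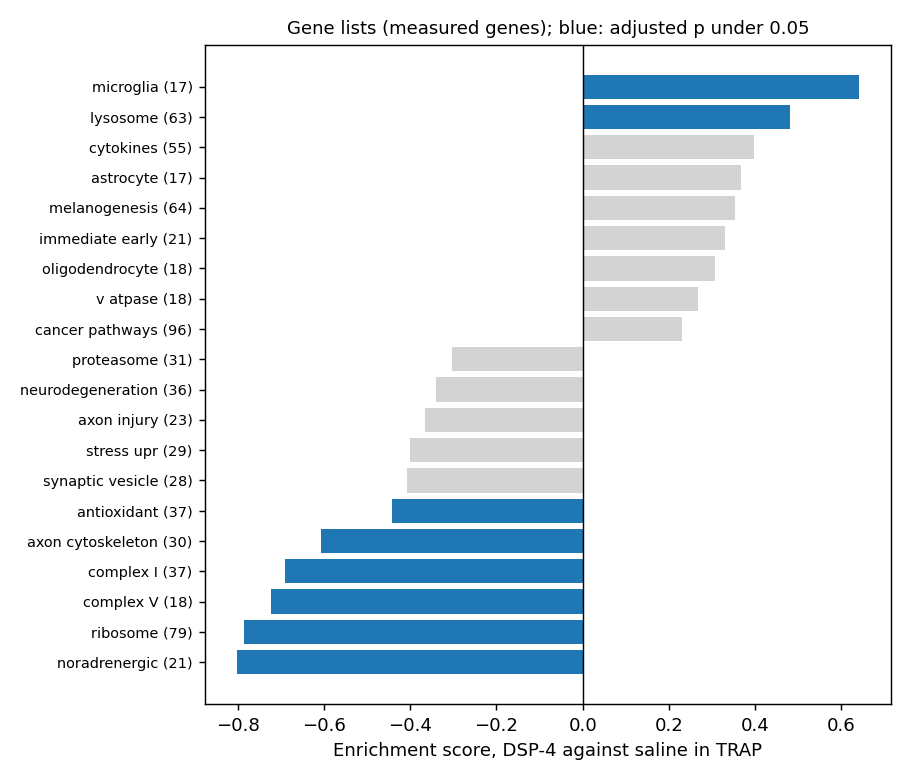
Enrichment scores (x axis, no unit) of the 20 gene lists with at least 15 measured genes, for DSP-4 against saline in TRAP, with the number of measured genes in parentheses. Bars run from 0, negative scores stand for lists lower after DSP-4, and blue bars are the 8 lists with an adjusted p under 0.05 against random gene sets.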

Finally, using GSEA to compare the gene expression patterns in our dataset with repositories of known gene sets, we identified 17 KEGG pathways that were significantly enriched in our dataset, including oxidative phosphorylation [enrichment score (ES) = −0.53, *p* < 0.001], lysosome (ES = 0.41, *p* = 0.006), pathways in cancer (ES = 0.35, *p* = 0.004), melanogenesis (ES = 0.44, *p* = 0.023), and cytokine-cytokine receptor interaction (ES = 0.45, *p* = 0.025). 

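Of 36 genes tied to inherited or sporadic neurodegenerative disease and measured in TRAP, 22 had a negative log2 fold change after DSP-4 and 0 passed the test, over all genes or when adjusted over the list alone (list median −0.05). At an unadjusted p under 0.05, edgeR called 0 of them. *Sncg*, which encodes γ-synuclein, had a log2 fold change of −0.46 (SE 0.29), the sorting receptor gene *Sorl1* of −0.24, and *Park7* and *Chchd2*, both tied to familial PD, of −0.16 each. The list had an ES of −0.34 (adjusted p = 0.291, and adjusted p = 0.515 with an estimated correlation), with 14 core enrichment genes. It passed without DSP-4 TRAP replicate 7 (adjusted p = 0.0421) and without saline TRAP replicate 6 (adjusted p = 0.0228), within a range of 0.0228 to 0.885 over all alternatives.
KEGG's pathways for PD, AD and Huntington's disease also hold many subunits of the respiratory chain. Of 13 measured subunits of complex IV, cytochrome c oxidase, 12 had a negative log2 fold change (list median −0.27), among them *Cox8a* (−0.48), *Cox7a2* (−0.45) and *Cox6b1* (−0.40), and 0 passed singly. Of 14 genes of complexes II and III and cytochrome c, 9 were negative (list median −0.09). *Uqcr11* (−0.57, adjusted p = 0.0611) and *Uqcr10* (−0.48, adjusted p = 0.0852) were lower when adjusted over the list alone, and 0 passed over all genes. All 13 mitochondrially encoded genes were negative (list median −0.53), among them *COX3* (−0.74) and *ND3* (−0.74), and 0 passed, over all genes or when adjusted over the list alone.
The axonal cytoskeleton list, which holds motor and neurofilament genes, had an ES of −0.61 (adjusted p = 0.0113, and adjusted p = 0.440 with an estimated correlation). In it 24 of 30 genes were negative and 0 passed singly, with log2 fold changes of −0.49 for *Map1a*, −0.41 for *Kif1a*, −0.33 for *Sptbn1* and −0.31 for the neurofilament gene *Nefm*. Without saline TRAP replicate 12 its direction turned (adjusted p = 0.84, in a range of 0.00266 to 0.84 over all alternatives), and without DSP-4 TRAP replicates 2 and 3 it did not pass (adjusted p = 0.0863). The synaptic vesicle list had an ES of −0.41 (adjusted p = 0.204), with a negative mean log2 fold change (−0.03) and 15 of 28 genes positive, and the proteasome list of −0.30 (adjusted p = 0.523).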

Notably, the pathways for PD (ES = −0.49, *p* < 0.001), AD (ES = −0.37, *p* = 0.037), and Huntington’s disease (ES = −0.45, *p* = 0.002) were significantly negatively correlated with treatment, and further investigation revealed that many of the core enrichment genes in these pathways are similarly downregulated in clinical neurodegenerative diseases and after DSP-4 treatment in mice (Fig. 4*e*).

**Table 3:** Highlighted genes from WGCNA shown in Figure 4

Gene ID	logFC	*p* value	Gene name and citations
*Slc6a2*	−1.5032	1.41E-05	*Norepinephrine transporter*, LC enriched gene downregulated in DSP-4 mice
*Dbh*	−1.2642	1.81E-05	*Dopamine beta-hydroxylase*, LC enriched gene downregulated in DSP-4 mice
*Gal*	−1.1636	4.67E-06	*Galanin*, LC enriched gene downregulated in DSP-4 mice
*Snrpg*	−0.8073	0.0698	*Small nuclear ribonucleoprotein polypeptide G*, downregulated in DSP-4 mice; potential AD biomarker (Tao et al., 2020; Du et al., 2021)
*Fkbp1b*	−0.7567	0.0004	*FK506 binding protein 1B*, downregulated in DSP-4 mice; linked to calcium dysfunction in aging (Gant et al., 2014, 2015)
*Slc10a4*	−0.613	0.0008	*Solute carrier family 10 member 4*, downregulated in DSP-4 mice; possible links to AD brain pathology (Popova and Alafuzoff, 2013)
*Rab3b*	−0.4018	0.0141	*Ras-related protein Rab-3B*, downregulated in DSP-4 mice; involved in dopamine vesicular intake
*Gabrq*	−0.2844	0.1076	*GABA type A receptor subunit theta*, downregulated in DSP-4 mice; associated with behavioral changes in FTD (Gami-Patel et al., 2022)
*Atad3a*	0.2154	0.2627	*ATPase family AAA domain containing 3A*, upregulated in DSP-4 mice; potential AD biomarker (Zhao et al., 2022)
*Tle1*	0.3581	0.0351	*TLE family member 1*, transcriptional corepressor, upregulated in DSP-4 mice; potential AD biomarker (Madar et al., 2021)
*Ahr*	0.4676	0.1082	*Aryl hydrocarbon receptor*, upregulated in DSP-4 mice; potential PD biomarker (Zhou et al., 2021)
*Syt10*	0.663	0.0335	*Synaptotagmin 10*, upregulated in DSP-4 mice; provides neuroprotection after excitotoxic input (Woitecki et al., 2016)
*Xkr8*	0.923	0.0107	*XK-related 8*, upregulated in DSP-4 mice; engulfs apoptotic cells

**Figure 4.**
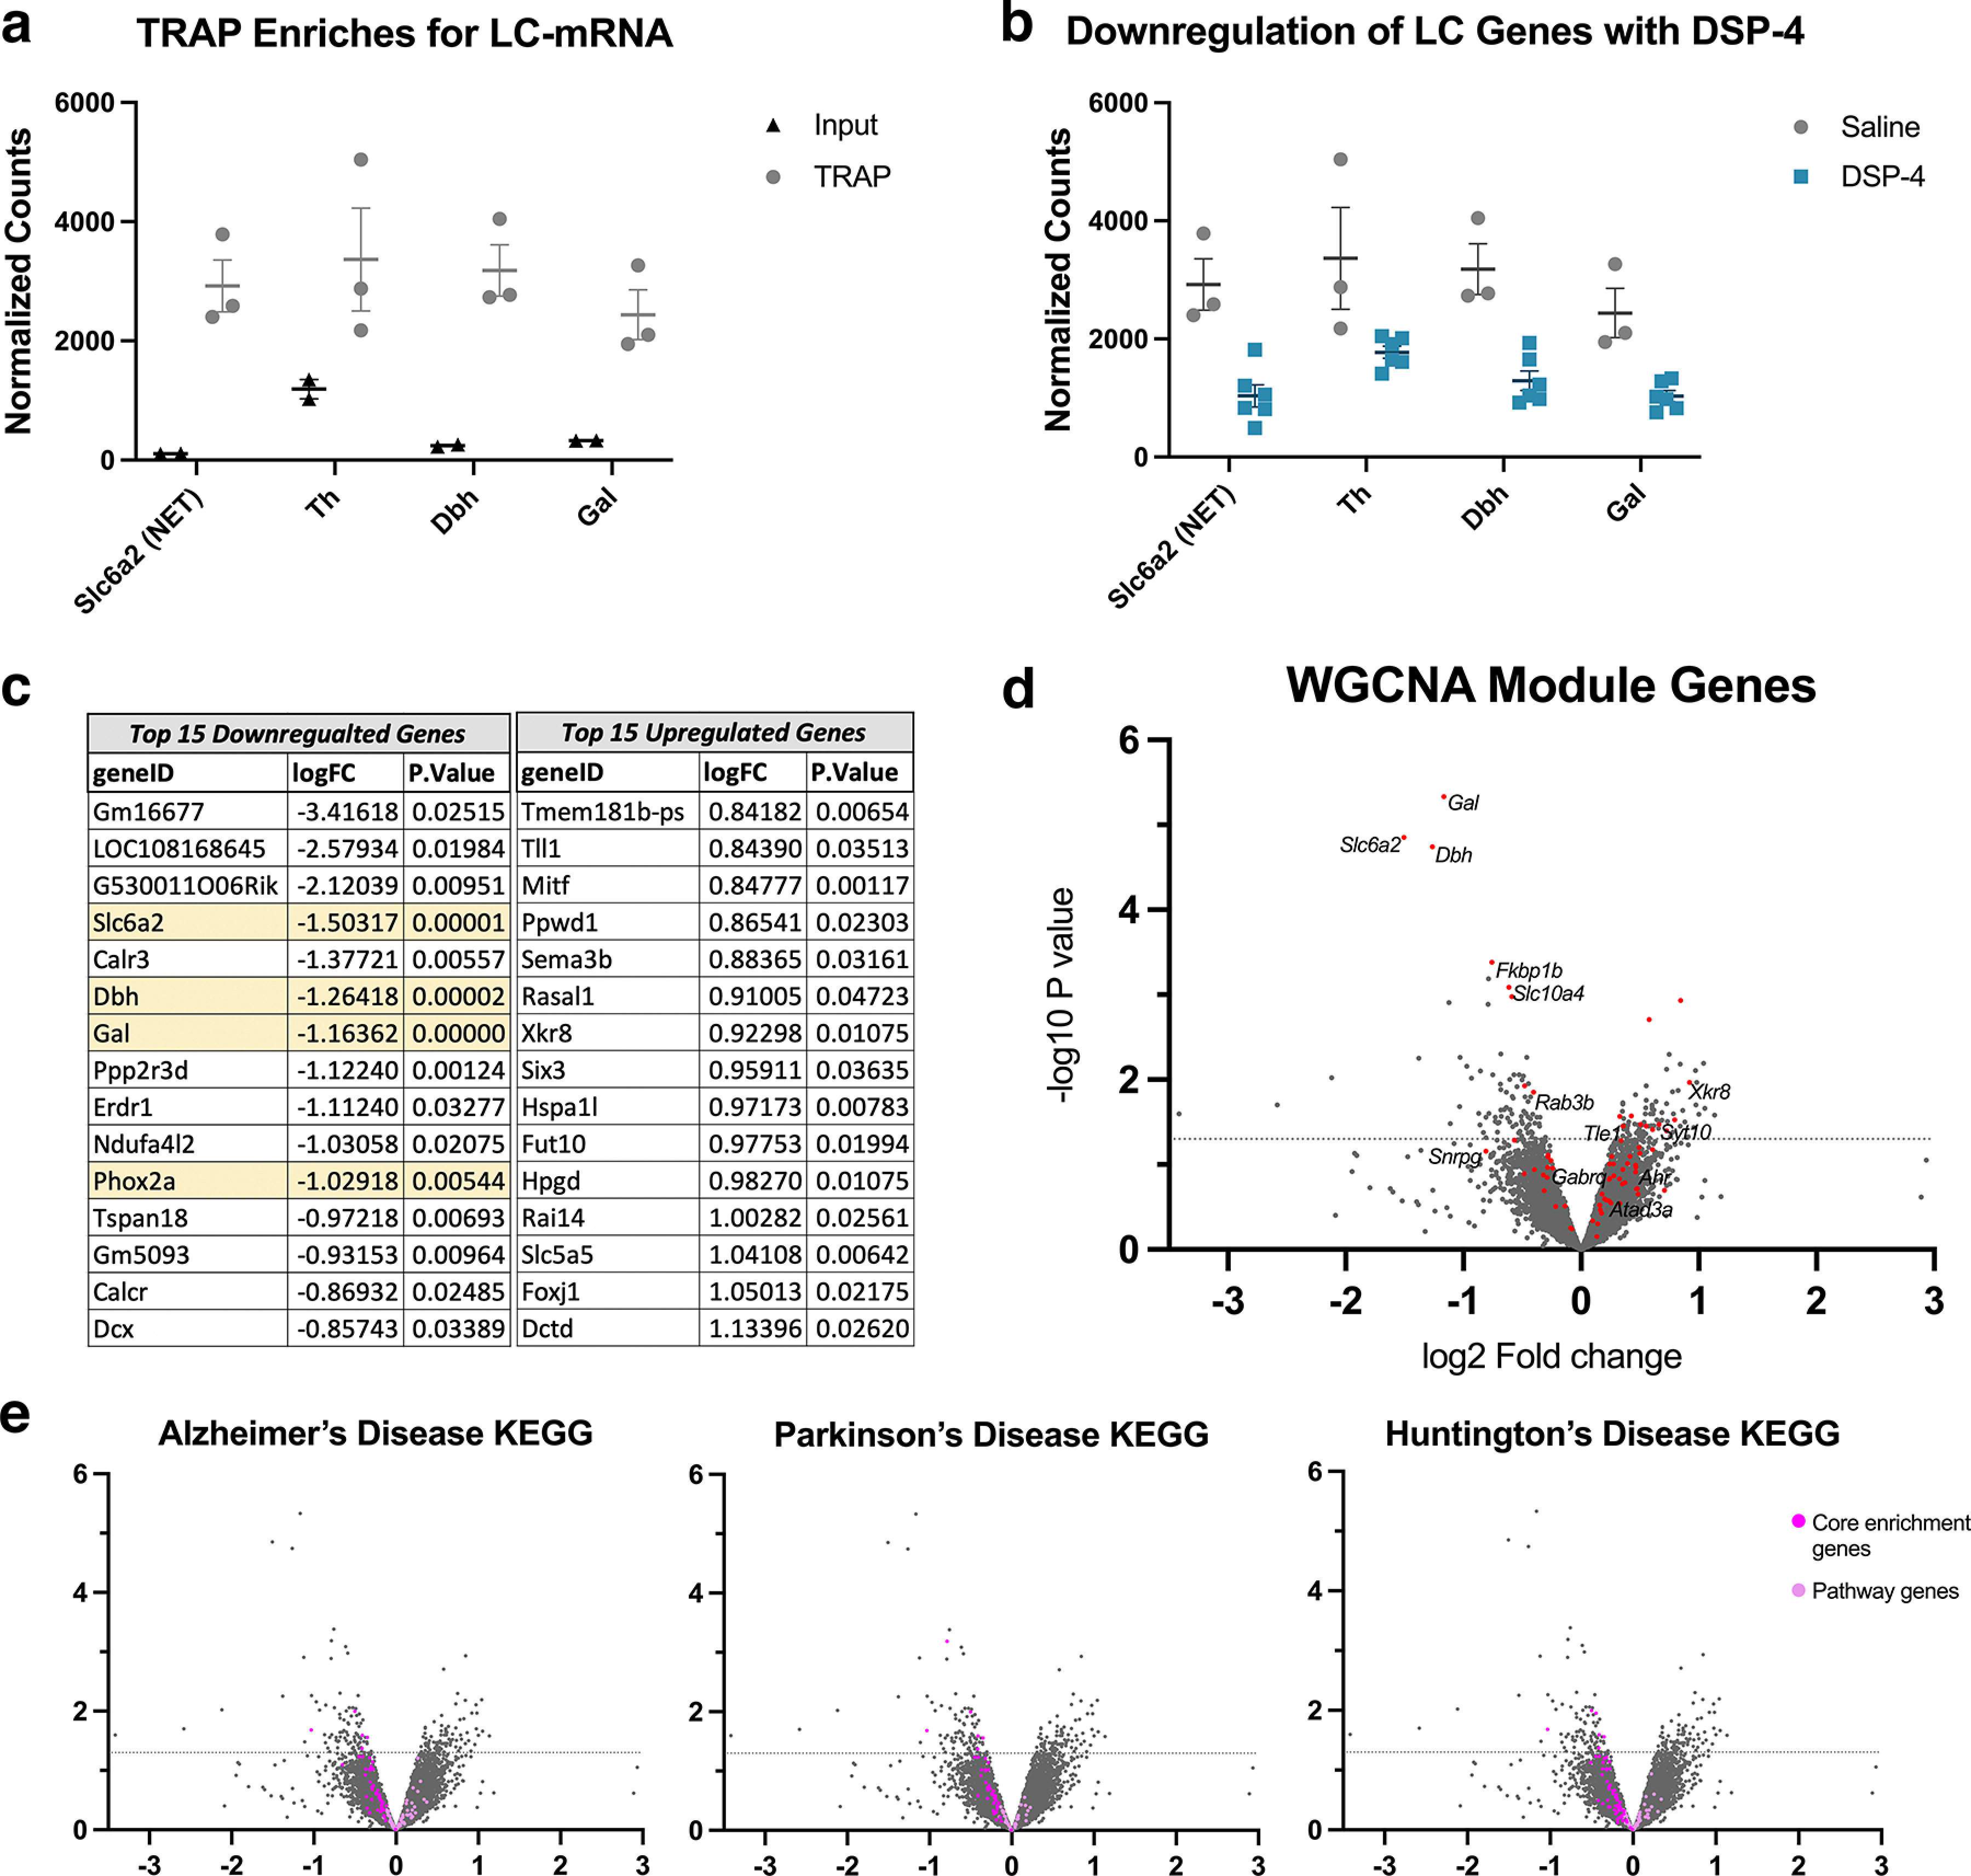
DSP-4 triggers changes in the LC transcriptome. Mice received saline or DSP-4 (2 × 50 mg/kg, i.p.) and LC gene expression was assessed one week later. ***a***, TRAP allows for purification of mRNA from LC neurons through immunoprecipitation (TRAP, gray), resulting in enrichment of noradrenergic genes compared with mRNA from the entire hindbrain sample (input, black). ***b***, Differential gene expression (DGE) was assessed between DSP-4 (blue) and saline control (gray) TRAP samples, and revealed that noradrenergic-specific genes, including galanin (*Gal*), norepinephrine transporter (*Slc6a2*), dopamine β-hydroxylase (*Dbh*), and tyrosine hydroxylase (*Th*), were among the most significantly and robustly downregulated transcripts in the LC of DSP-4 treated mice. Data for ***a*** and ***b*** shown as mean ± SEM, *N* = 2–6 per group. ***c***, List of top 15 downregulated and top 15 upregulated DGE, sorted by fold change (logFC) with *p* < 0.05. ***d***, Volcano plot of all filtered, normalized genes (∼11,500) with genes from WGCNA-defined module in red. Labeled genes from this module are those of interest based on published connections to neurodegenerative disease. ***e***, Volcano plots (as shown in ***d***) highlighting genes from three significantly enriched KEGG pathways in our LC data, with GSEA-identified “core enrichment genes” colored magenta, and remaining pathway genes colored light pink.

Next, we investigated whether these molecular changes in LC neurons after DSP-4 treatment were accompanied by cellular changes. LC neurons are tonically active, show elevated tonic activity during stress, and exhibit “bursting” activity in response to salient and novel stimuli (Valentino, 1988; Vankov et al., 1995; Curtis et al., 1997; McCall et al., 2015). To determine whether DSP-4-induced molecular dysregulation impacted cellular activity, *in vivo* electrophysiology under anesthesia was conducted to measure baseline and footshock-evoked firing of LC neurons. There were no differences in the baseline firing rate of LC neurons between treatments (Mann–Whitney *U* = 1072, *p* = 0.2312; Fig. 5), with interspike intervals and spontaneous bursting properties also remaining unchanged (data not shown). There was a main effect of time period in response to footshock such that firing rate of LC neurons decreased in each successive response phase (*F*_(2,176)_ = 17.09, *p* < 0.0001). However, there was no main effect of treatment (*F*_(1,188)_ = 2.408, *p* = 0.1243) or a treatment x time period interaction (*F*_(2,176)_ = 0.2655, *p* = 0.7671) on response to footshock. We conclude that the molecular changes occurring following DSP-4 do not significantly affect LC neuron firing under these conditions.

**Figure 5.**
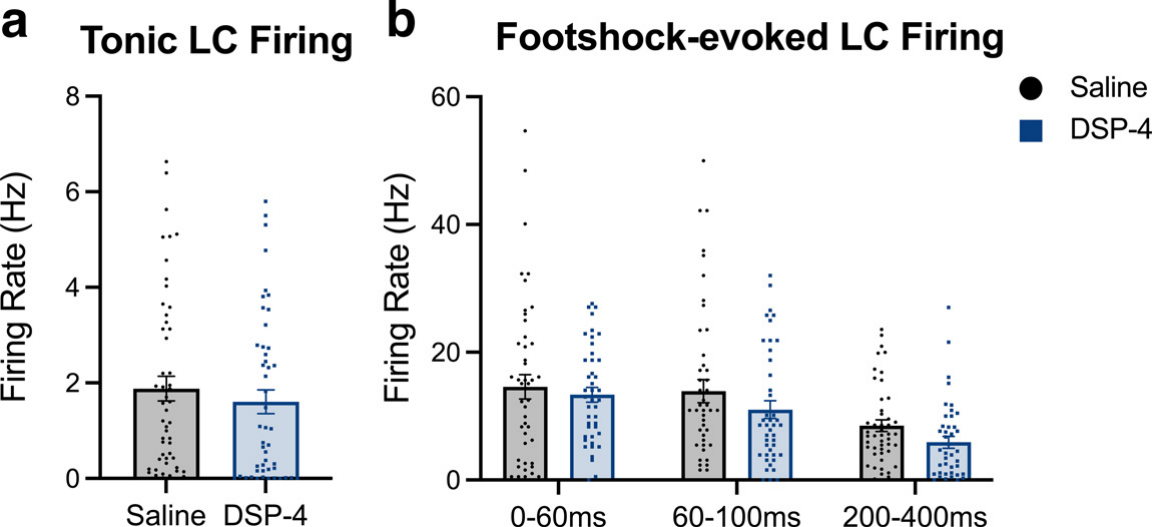
DSP-4 treatment does not alter baseline or footshock-induced LC activity. Mice received saline or DSP-4 (2 × 50 mg/kg, i.p.) and assessed for locus coeruleus (LC) neuron firing under anesthesia one week later. No differences were found for (***a***) baseline tonic firing rates (in Hertz). ***b***, There was no main effect of treatment on footshock-evoked firing rates of LC neurons 0–60, 60–100, or 200–400 ms following the stimulus. Data shown as mean ± SEM, *N* = 5 mice per group 42–53 neurons/group.

### DSP-4 treatment results in a novelty-induced anxiety phenotype, implying compensatory hyperactivity of LC-NE transmission

AD and PD share several prodromal behavioral symptoms related to affect and arousal, processes known to be regulated by the LC-NE system and sensitive to LC integrity (Weinshenker, 2018). Moreover, cognitive impairment is a diagnostic criterion for AD and is common in later stage PD; thus, we assessed the consequences of DSP-4 on LC/NE-sensitive behaviors that reflect prodromal and cognitive abnormalities in AD and PD. We found that lesioned mice were profoundly more reactive in novelty-induced stress paradigms, which are commonly used to model anxiety and are bidirectionally modulated by NE (Lustberg et al., 2020b). DSP-4-treated mice took significantly longer to consume food in the novelty-suppressed feeding test (*t*_(20)_ = 3.158, *p* = 0.0048), buried more marbles (*t*_(14)_ = 4.290, *p* = 0.0007), and ambulated less during the first hour in a novel cage (*t*_(14)_ = 2.999, *p* = 0.0096) compared with saline-treated controls (Fig. 6). Importantly, DSP-4 treatment had no effect on latency to eat in the home cage or in total ambulations across a 23-h period, suggesting increased anxiety-like behavior rather than a decrease in hunger or general locomotion. Arousal (as assessed by latency to fall asleep following gentle handling) and associative memory (as measured by freezing in a footshock-associated context) did not differ between treatment groups (data not shown).

**Figure 6.**
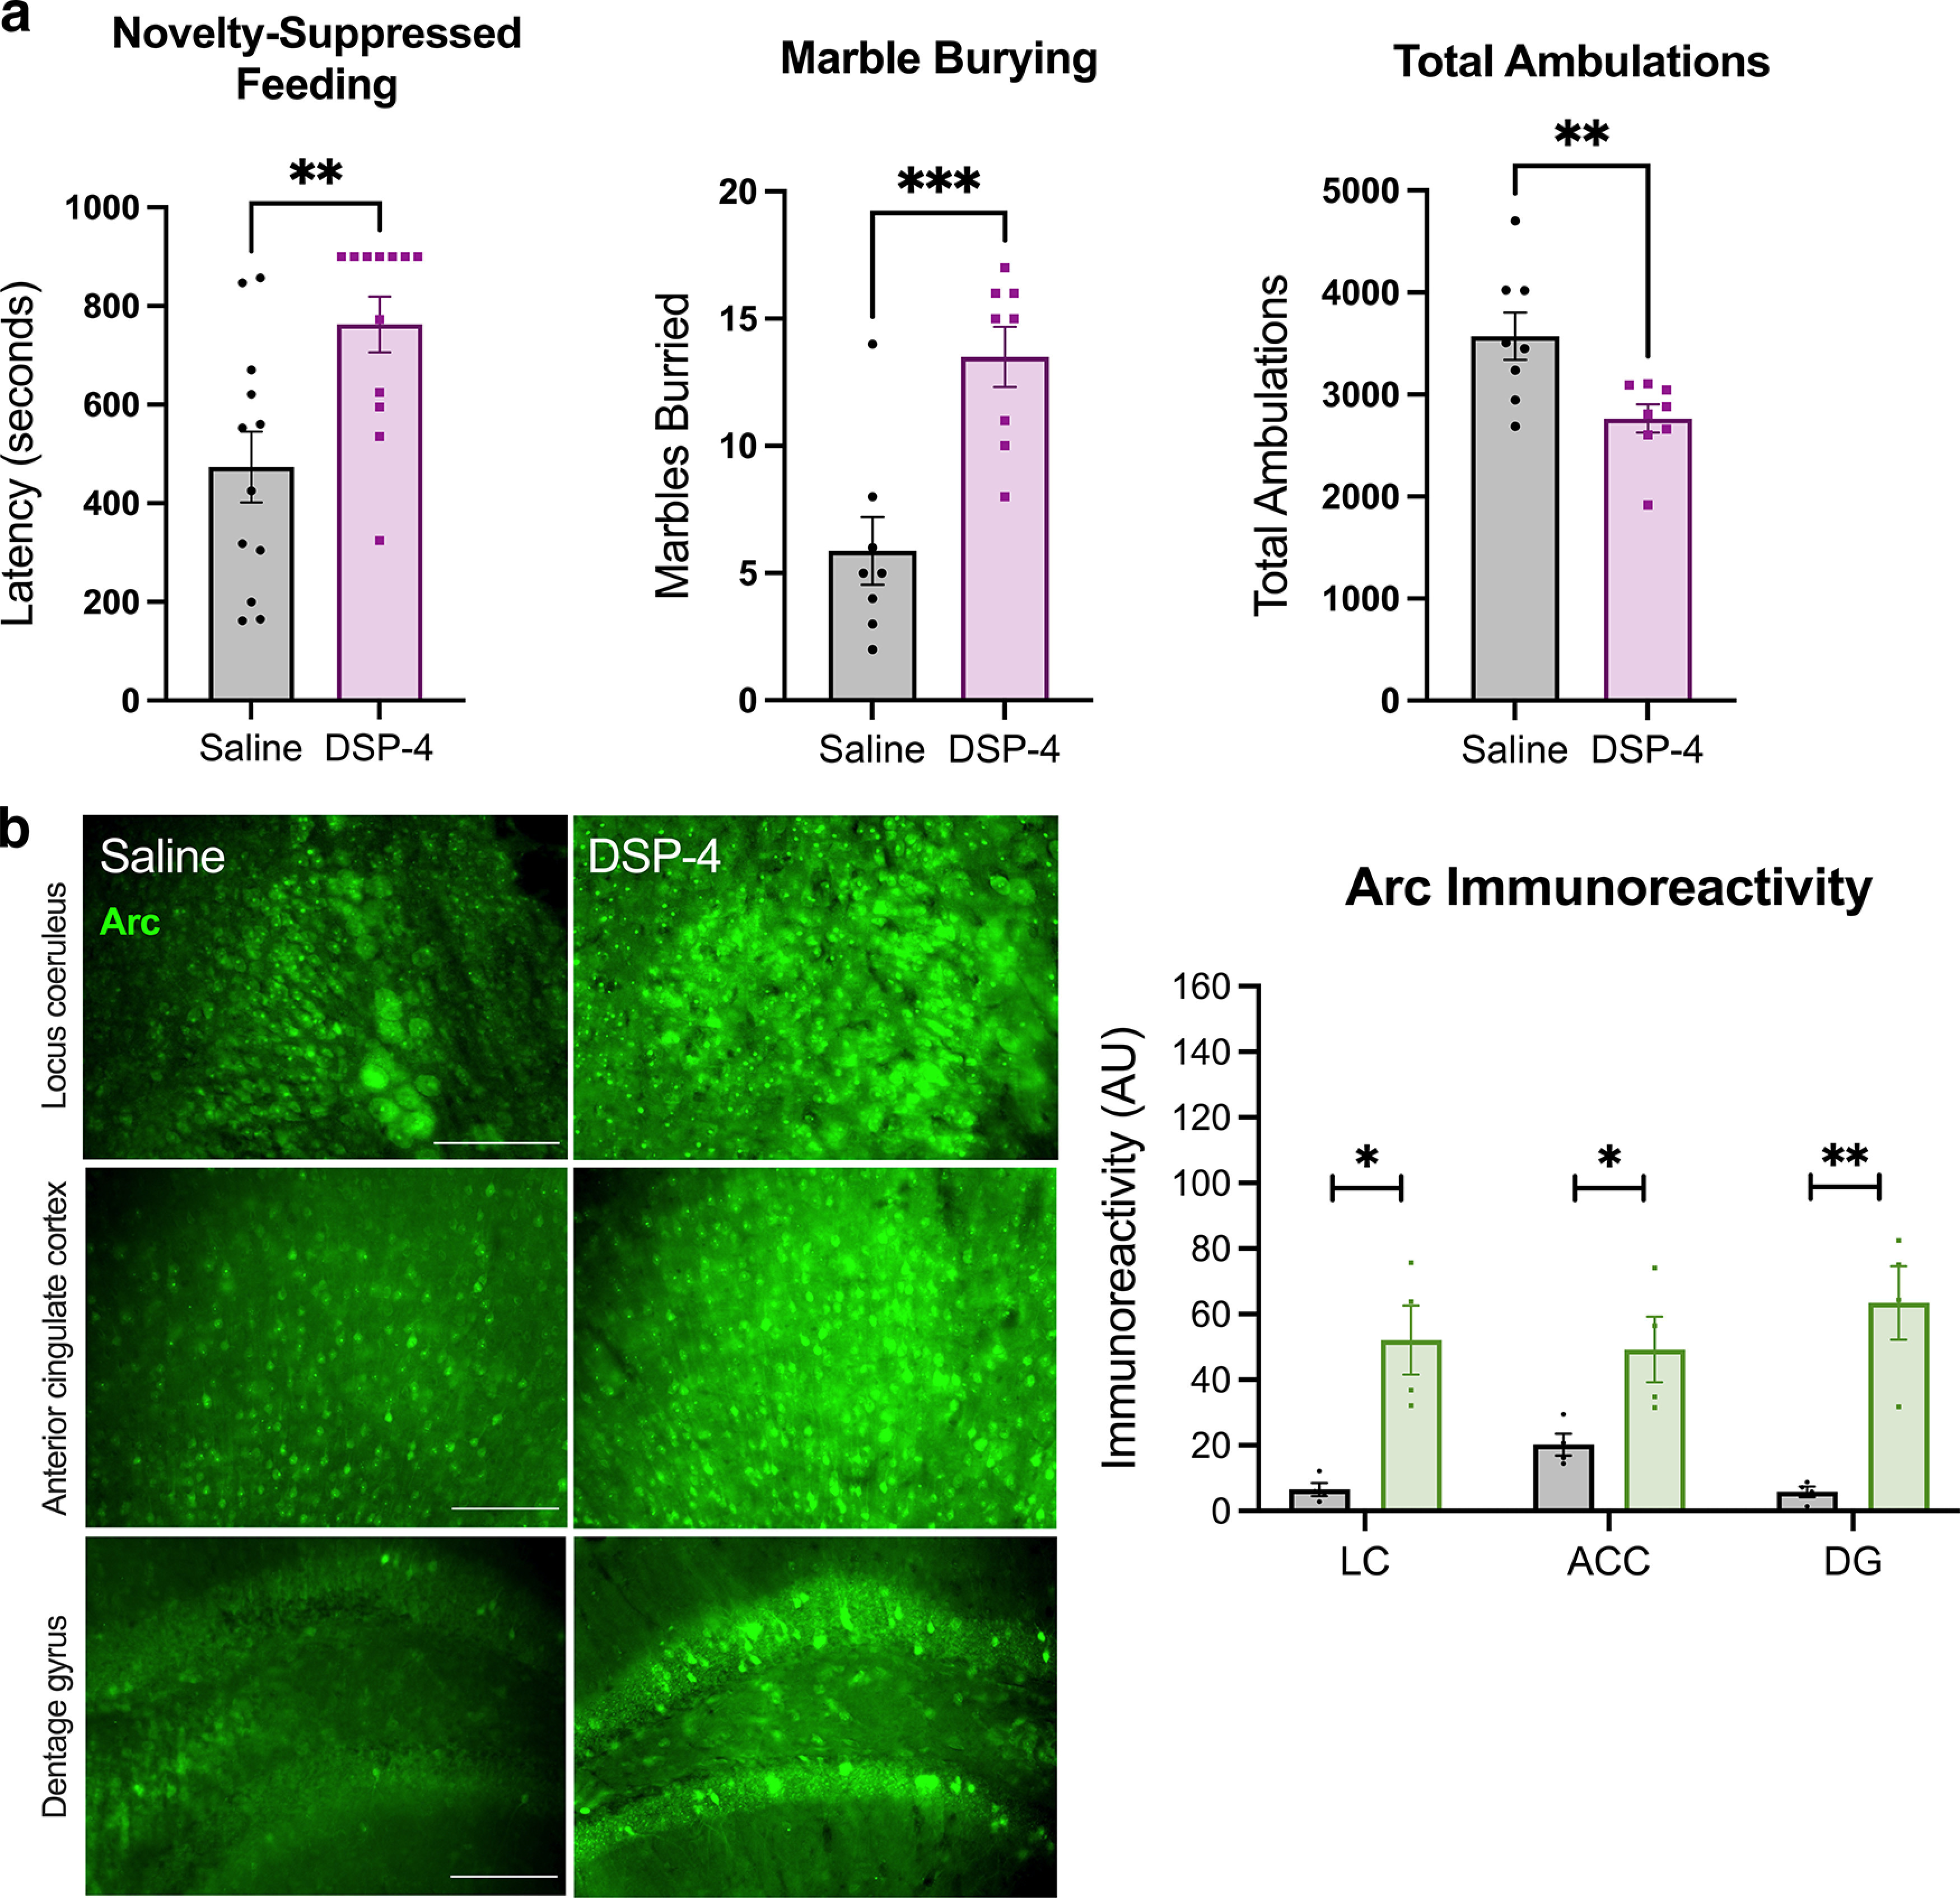
DSP-4 increases novelty-induced anxiety and arc expression. ***a***, DSP-4-treated mice display increased latency to bite the food pellet in the novelty-suppressed feeding test, buried more marbles, and showed fewer ambulations in response to a novel environment (*N* = 8–12 per group). ***b***, Immunoreactivity for the immediate early gene Arc following cage change was reduced in the locus coeruleus (LC) and projection regions (anterior cingulate cortex, ACC; dentate gyrus region of the hippocampus, DG; *N* = 3–4 per group). Images acquired at 20×. Data shown as mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001.

Elevated novelty-induced anxiety-like behavior is consistent with increased noradrenergic activity (Lustberg et al., 2020a), which was surprising given the profound loss of noradrenergic fibers and NE in LC terminal fields. Our HPLC data indicated increased NE turnover from surviving terminals, and adrenergic receptor supersensitivity has been reported in DSP-4-lesioned animals (Wolfman et al., 1994; Szot et al., 2010). To investigate whether these adaptations are sufficient to boost downstream signaling mechanisms that underlie behavioral reactivity, immunostaining for Arc was quantified following cage change, a mild stressor that is resistant to habituation and sensitive to NE transmission (Vankov et al., 1995; McCall et al., 2015; Takeuchi et al., 2016; Grella et al., 2019; Lustberg et al., 2020a, b; Prokopiou et al., 2022). Arc is an immediate early gene and neural activity marker that is induced following adrenergic receptor stimulation, and acts as a readout of postsynaptic LC-NE transmission (McIntyre et al., 2005; McReynolds et al., 2014). After cage change, a marked increase in Arc immunoreactivity was observed in the LC (*t*_(6)_ = 4.258, *p* = 0.0053), ACC (*t*_(6)_ = 2.755, *p* = 0.0331), and DG (*t*_(6)_ = 5.099, *p* = 0.0022) of DSP-4-treated mice compared with saline-treated mice (Fig. 6).

## Discussion

The present study characterized the impact of DSP-4 on the molecular, cellular, and behavioral levels in mice to comprehensively assess the consequences of damage to LC neurons reminiscent of early stages of AD and PD. The depletion of NE and its metabolite MHPG, as well as the elevated MHPG:NE ratio, by DSP-4 are consistent with decades of previous research and indicate reduced total NE but increased NE turnover (Jonsson et al., 1981; Logue et al., 1985; Harro et al., 1999; Szot et al., 2010). Immunohistochemical staining following DSP-4 treatment revealed a dramatic reduction of NET in the PFC and hippocampus, which could mean a loss of noradrenergic terminals and/or a downregulation of NET expression. We found evidence for both. NET mRNA in LC neurons was significantly reduced by DSP-4, and silver staining provided evidence for degeneration of axons/terminals in projection regions. Diminished NET immunoreactivity was also observed in the LC of DSP-4-treated mice. To determine whether this was because of a loss of neurons, we counted LC cell bodies (i.e., positive for DAPI and TH or Nissl) and found no effect of DSP-4, which is typical for similar dosing regimens (Lyons et al., 1989; Matsukawa et al., 2003; Szot et al., 2010). Taken together, the loss of NE and NET in terminal regions and pons is indicative of LC axon, terminal, and dendrite degeneration, with the increased MHPG:NE ratio potentially signifying compensatory elevation of NE release from surviving fibers (Jacobs, 2019; van Hooren et al., 2021; Gilvesy et al., 2022).

DSP-4 provoked oxidative stress in the forebrain and a robust neuroimmune response in the both the LC and its projection regions. 3-NT immunoreactivity was elevated in the ACC and DG following DSP-4 administration, providing a link to AD, as LC lesions also increased 3-NT in the cortex of mice that overexpress mutant amyloid precursor protein (Heneka et al., 2006). Paradoxically, the abundance of 3-NT in control LCs was high at baseline relative to the other brain regions and decreased by DSP-4. Catecholamine synthesis and metabolism generate oxidative stress, which could contribute to the high baseline levels of 3-NT in the LC, while the DSP-4-induced reduction may reflect the loss of catecholamine synthetic capacity. Interestingly, lipopolysaccharide-induced 3-NT oxidative stress in the dopaminergic SN that is reminiscent of PD pathology was also attenuated by DSP-4 lesions of the LC (Iravani et al., 2014).

Microglial activation as measured by Iba-1 immunoreactivity was elevated in the LC, ACC, and DG of DSP-4-treated mice compared with controls. GFAP+ reactive astrocytes were increased in the LC and DG of DSP-4 tissue but were suppressed in the ACC. The interplay between neuroinflammation and neurodegeneration is bidirectional, and our experiments with NeuroSilver staining revealed active degenerative processes in both fibers and cell bodies of the LC and its projection regions. Because our analysis was restricted to a single time point when both processes were evident, we cannot know whether one triggered the other. Neuroinflammation and neurodegeneration are key components of AD and PD, and both are exacerbated by ablation of LC-NE in animal models of these disorders and can be ameliorated by pro-noradrenergic therapies in clinical populations (Rommelfanger et al., 2004, 2007; Heneka et al., 2006, 2010; Chalermpalanupap et al., 2018; Song et al., 2019a, b; Levey et al., 2022). Given that we observed no difference in LC cell body number, our DSP-4 dosing regimen appears to represent an early phase of neurodegeneration, which is characterized by initial loss of noradrenergic innervation before frank LC degeneration in AD and PD (Fritschy et al., 1990; Doppler et al., 2021; Gilvesy et al., 2022).

In AD and PD, LC neurons become dysfunctional early on but persist for many years before cell death. However, almost nothing is known about the molecular changes that drive LC dysfunction before outright degeneration. Because of its small size and neuron number, selective mRNA profiling of the murine LC transcriptome has historically been challenging. To address this gap, we assessed the effects of DSP-4 treatment on the LC transcriptome using TRAP and obtained enrichment of known LC genes such as *Th*, *Slc6a2* (NET), *Dbh*, *Phox2a*, and *Gal* in saline-treated mice, as previously reported (Mulvey et al., 2018). Remarkably, we found that these same genes were downregulated in DSP-4-treated mice, suggesting a deterioration of noradrenergic identity before LC neuron loss. 

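After DSP-4, the same 5 genes were still more abundant in TRAP than in input. *Slc6a2* had a log2 fold change of 3.80 over input (SE 0.42, FDR = 9.13e-06 from edgeR), *Dbh* of 2.59 (SE 0.27, FDR = 5.72e-06), *Gal* of 1.98 (SE 0.23, FDR = 1.28e-05), *Phox2a* of 2.65 (SE 0.57, FDR = 0.00132) and *Th* of 0.91 (SE 0.20, FDR = 0.00173). Of the 21 measured noradrenergic genes, 15 were higher in TRAP, 0 were lower and 6 did not pass (15 higher when adjusted over the list alone). *Calcr* (3.12), *Gabrq* (2.01) and *Slc10a4* (1.33) were higher as well. Among all genes, the largest rises after that of *Slc6a2* included those of *Ssb* (3.05), which binds the ends of RNA polymerase III transcripts, *Esf1* (3.04), *Nexn* (2.99), *Cwf19l2* (2.93), *Ddx10* (2.93), *Zfp638* (2.88) and *Nipbl* (2.83), which loads cohesin onto chromosomes. The largest falls were those of *Gna12* (−4.33), *Cabp7* (−4.16), *Pkd1* (−3.93), *Rell2* (−3.81), *ATP8* (−3.64), *ND4L* (−3.59), *Gps1* (−3.51), *Kifc2* (−3.36), *Ado* (−3.23) and *AF357359* (−3.22). In all, 6135 genes passed, 3281 higher and 2854 lower. With a fixed block for replicate number over the paired libraries, 3736 genes passed, 3562 of them among those 6135. Fewer genes also passed without DSP-4 input replicate 7, which leaves 1 library in that group.
The difference between the enrichment after DSP-4 and the enrichment after saline was tested as an interaction. It was −1.12 on the log2 scale for *Dbh*, −0.94 for *Slc6a2*, −0.90 for *Gal*, −0.57 for *Th* and −0.17 for *Phox2a*, and none passed after adjustment over all genes (FDR = 1.00 for each). Adjusted over the noradrenergic list alone, 2 genes were lower. By edgeR, 0 genes passed over all genes, with 321 at an unadjusted p under 0.05 (264 higher and 57 lower), and 0 passed by DESeq2 or limma. Across genes, which are not independent replicates, this difference fell with GC content (Spearman rho = −0.556).
In whole-hindbrain input, the log2 fold changes of DSP-4 against saline were −0.75 for *Phox2a* (from 1.73 ± 0.500 to 0.999 ± 0.815 CPM, SD, n = 2 each), −0.53 for *Slc6a2*, −0.28 for *Gal*, −0.26 for *Th* and −0.13 for *Dbh*, and none passed. The paper found the number of LC cell bodies unchanged after DSP-4. With the lower levels of these genes in TRAP, it proposes that noradrenergic identity deteriorates before LC neurons are lost.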

Differential gene expression and down-regulation of NET, *Dbh*, and *Th* are consistent with *in vitro* studies exposing SH-SY5Y cells to DSP-4 (Wang et al., 2014), but opposite of what has been reported in clinical AD, where *Th* and NET are increased in surviving LC neurons (Szot et al., 2006). We speculate that compensatory increases in noradrenergic markers are triggered by the cell loss ubiquitous in late-stage AD, which did not occur in our DSP-4-treated mice. In addition to the disruption in noradrenergic gene expression, we also found several genes associated with neurodegeneration and neurotoxicity that were differentially expressed between our treatment groups. Some of these genes, highlighted in Figure 4 and detailed in Table 3, were also found in the co-expression network module with *Gal*, *Dbh*, and *Slc6a2*. These results were complemented by significant enrichment in gene sets associated with AD, PD, and Huntington’s disease, and contribute to the rich array of potential genetic targets for better understanding the early stages of neurodegeneration.

Prodromal AD and PD are characterized by neuropsychiatric abnormalities including anxiety, agitation, depression, and sleep disturbances that appear long before the primary diagnostic symptoms of these diseases (cognitive and motor impairment, respectively). Using a battery of tests to probe these behavioral domains, we found that DSP-4-treated mice displayed increased anxiety-like behavior specific to novelty: they took significantly longer to consume a food pellet, buried more marbles, and had reduced locomotor activity in novel environments. These results are consistent with previous reports that surgical or neurotoxin ablation of the LC in rats induces similar anxiety-like phenotypes that reflect responses to novelty stress (Martin-Iverson et al., 1982; Harro et al., 1995).

LC-NE transmission is triggered by novelty stress, and activation of this system promotes, while inactivation suppresses, novelty-induced anxiety (McCall et al., 2015; Lustberg et al., 2020a, b). Thus, the emergence of anxiety-like behavior in DSP-4-treated mice and AD/PD patients where a dramatic *loss* of noradrenergic fibers and NE is evident creates a paradox and suggests that compensatory mechanisms are engaged in response to LC damage that led to hyperactive NE transmission. We can imagine three potential neuroanatomical/neurobiological substrates where this compensation may occur: LC cell bodies (e.g., increased neuron firing), LC terminals (e.g., increased NE release from surviving fibers), and/or postsynaptic compartments (e.g., receptor/signaling molecules super-sensitivity).

Using *in vivo* electrophysiology, we detected no differences in the baseline (firing rate, interspike interval, spontaneous bursting properties) or footshock-evoked firing rate of LC neurons. This is consistent with previous reports in DSP-4-treated rats (Szot et al., 2010) but distinct from partial 6-OHDA LC lesions, which increased LC activity in mice (Szot et al., 2016). One important difference is that the 6-OHDA-treated mice had LC neuron loss (∼30%), while LC cell bodies remained intact in our study. These results suggest that LC neurons are capable of compensatory increases in firing, but that cell body degeneration is required to trigger this response. By contrast, we did find evidence for increased NE release from surviving fibers. Although we did not measure this directly, metabolite to parent neurotransmitter ratio is a validated proxy for turnover. Despite lower NE and MHPG levels in the lesioned mice, we detected elevated MHPG:NE ratio in the LC and terminal regions, which has been previously reported in DSP-4-treated rodents (Hallman and Jonsson, 1984) and consistent with human AD CSF data (Francis et al., 1985; Hoogendijk et al., 1999; Raskind et al., 1999; Jacobs et al., 2021b). Indeed, high CSF MHPG levels are associated with neuropsychiatric abnormalities in AD (Jacobs et al., 2021a). Thus, despite reduced total NE and MHPG, there may be sparse “hotspots” of dysregulated NE release from surviving fibers that contribute to phenotypes consistent with excessive NE transmission.

Finally, postsynaptic compensatory mechanisms resulting from the loss of LC fibers may be at play. There are many reports of increased adrenergic receptor density following DSP-4 administration (Johnson et al., 1987; Harro et al., 1999), but the consequences on downstream receptor signaling have not been carefully investigated. We performed immunostaining for the immediate early gene Arc, which is a marker for neuronal activity and induced by activation of adrenergic receptors (Essali and Sanders, 2016). Following cage-change stress, Arc immunoreactivity was dramatically elevated in DSP-4-treated tissue compared with controls in the LC and its output regions in the forebrain. We conclude that compensatory changes in NE release from surviving LC terminals and/or postsynaptic adrenergic receptor signaling could contribute the anxiogenic effects of DSP-4, while increases in LC firing do not. These results have important implications for AD and PD, where early LC pathology, damage to noradrenergic fibers, and neuropsychiatric symptoms precede frank LC loss in prodromal disease. In addition, these experiments support the notion that DSP-4 dysregulates, rather than simply ablates, the noradrenergic system, and should act as a caution to researchers employing this neurotoxin as they interpret their results.

## Synthesis

Reviewing Editor: Christopher Colwell, UCLA School of Medicine Decisions are customarily a result of the Reviewing Editor and the peer reviewers coming together and discussing their recommendations until a consensus is reached. When revisions are invited, a fact-based synthesis statement explaining their decision and outlining what is needed to prepare a revision will be listed below. The following reviewer(s) agreed to reveal their identity: NONE. Note: If this manuscript was transferred from JNeurosci and a decision was made to accept the manuscript without peer review, a brief statement to this effect will instead be what is listed below.

The locus coeruleus (LC) is a key structure involved in the modulation of a number of behaviors and is vulnerable in neurodegenerative diseases. The authors used the e employed the LC-specific neurotoxin DSP-4, which preferentially damages LC axons in male and female mice. DSP-4 induced LC axon degeneration, triggered neuroinflammation and oxidative stress, and reduced tissue NE levels. There was no LC cell death or changes to LC firing, but transcriptional changes were noted.

The authors found that NE turnover and signaling were elevated in terminal regions and were associated with anxiogenic phenotypes in multiple behavioral tests. This is a comprehensive set of experiments at molecular, cellular, and behavioral levels explore how the LC responds to axon/terminal damage. The finding may help us understand the mechanisms underlying neuropsychiatric symptoms early in the disease process in Neurodegenerative disorders.

The authors have done a good job responding the reviewer’s concerns. The manuscript is now ready to go and will make a nice contribution to the literature.

How the deposited data were processed for this re-analysis (not part of the article)

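RNA was sequenced from TRAP and whole-hindbrain input of *Slc6a2*-*eGFP*/*Rpl10a* mice treated with DSP-4 or saline, in 13 libraries, each made from 2 pooled mice. Which library is which treatment, fraction and replicate was taken from the sample labels and the methods. The authors aligned the reads to mm10 with STAR and counted them per gene with featureCounts, and the deposited values are whole-number counts for 12009 genes, not normalized. Versions of STAR, of featureCounts and of the gene annotation are not given in the sources used here, nor is whether counting used the strand. The lowest mean count of a gene over the 13 libraries was 78.4, so genes with few counts had been left out before deposit. Of the gene identifiers, 21 are plain numbers in place of symbols; these entered the library sizes and tests, and none is named. The number of columns of the file left unused was 0. The design written before the data were examined took normalized values as its first case and named edgeR for raw counts; the values are counts, so the count test is the main test.

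Counts were scaled with TMM factors and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3), two-sided, with Benjamini-Hochberg adjustment and an FDR threshold of 0.1. CPM values are TMM-normalized with a prior count of 1 on the log2 scale. The common biological coefficient of variation over the TRAP libraries was 0.271. DSP-4 was compared with saline over the 9 TRAP libraries. TRAP was compared with input, DSP-4 input with saline input, and the 2 enrichments with each other, over all 13 libraries. Single noradrenergic genes were also tested by an exact permutation test over 84 splits, and correlations across the 6 DSP-4 TRAP libraries by exact permutation over 720 orders. Each TRAP library is a separate pool of mice, so p-values from the TRAP libraries alone measure the spread between pools. In the fits over all 13 libraries, DSP-4 replicates 2 and 7 and saline replicate 12 each gave a TRAP and an input library. The main fit treated these as independent.

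Gene lists, 34 in all, were written before the data were examined, and 20 of them hold the minimum of 15 measured genes for a GSEA score. The score is the running sum with weight 1 on the signal-to-noise ranking of CPM over the 9 TRAP libraries, with a floor of 0.2 times the mean on the SD, 1000 random gene sets, adjustment over the 20 lists and a threshold of 0.05. It was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with figures in matplotlib 3.10.9. Camera (preset correlation 0.01, and estimated) and fry from limma were run as alternatives. WGCNA and KEGG's own sets were not used here. The module that the paper reports was approached by correlating its genes in Table 3 with *Slc6a2*, *Dbh* and *Gal*.

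The genes named in the text follow a rule set before the data were examined. They are every gene the paper names (its text, Table 3 and Fig. 4c, whose values had been seen), the 10 genes with the largest log2 fold change in each direction among those that pass (the 10 with the smallest p in each direction where fewer pass), and up to 4 members with the smallest p in each list described.

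Libraries of one group differed by far more than sampling noise, with a chi-square per gene of 24.4 to 195 between pairs of DSP-4 TRAP libraries, so none was counted as a repeat of another. TRAP and input libraries with the same replicate number come from the same homogenate, as the methods describe, and 3 numbers are shared. Their deviations from the group means correlated at 0.181 (DSP-4 replicate 2), 0.266 (DSP-4 replicate 7) and 0.295 (saline replicate 12). With 2 input libraries per treatment, the deviations of these mirror each other, and libraries with different numbers correlated as highly (0.382 for saline TRAP replicate 4 with saline input replicate 5), so the pairing rests on the methods and not on these values. A fit with the replicate number as a block was an alternative. Coordinates, strands, exonic lengths and GC content are those of GENCODE vM21 on GRCm38, the GC content being that of a gene's longest annotated transcript. Of the genes, 11542 matched this annotation by name, 106 more matched a RefSeq name, and 361 matched neither.

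The tests were tested on simulated data drawn from the libraries' means, spread and sizes for 12009 genes, of which 200 were changed. For DSP-4 against saline in TRAP, 11 of 125 calls were false. For TRAP against input in saline, 0% of genes changed 1.5-fold, 35.8% of those changed 2-fold and 80.3% of those changed 3-fold were recovered, and 10 of 87 calls were false. The measured libraries gave 4217 calls in that comparison. With more calls the same FDR allows a larger p, so a larger share would be recovered there. In the list test, a simulated shifted list of 40 genes had a p-value of 0.00199 and an unshifted one of 0.882, over random gene sets. Alternatives covered the scaling, the prior count, a minimum mean count of 50, the mean-variance trend, library weights, DESeq2, limma, the libraries in the fit, the replicate block, the list tests, and leaving out each library in turn.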

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

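In this part, the test of lower purity of the TRAP fraction, the test on markers of other cell types and the test of chance sampling of rare reads were chosen only after the result was seen, as were the values given for *Gh* and *Prl*.

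The fall of *Slc6a2*, *Dbh* and *Gal* in TRAP after DSP-4 gives 3 genes at an FDR under 0.1. Of the 84 splits of the 9 TRAP libraries into 6 and 3, 4 called as many genes, the real one included (4.76%). That share lies just under 5%, but it does not exclude chance. The authors had kept the saline libraries for their enrichment of *Slc6a2*, 1 of the 3 genes, so the real split was not chosen apart from the result. The highest other split (DSP-4 replicates 1, 2 and 3 against the rest) called 300 genes, which points to a structure of the samples apart from treatment. A lower purity of the TRAP fraction after DSP-4 cannot be told apart from a fall within the neurons: mixing that leaves 36.4% of the noradrenergic RNA predicts a median log2 fold change of −0.81 (−0.87 with ratios corrected for GC content) for the 7 other noradrenergic genes that TRAP enriched at least 2-fold, and theirs was −0.51 (SE 0.17), within 2 SE of the first prediction but not of the second, with single genes at 34.8% to 92.6% remaining. An earlier version of that test was set aside because depletion by TRAP followed GC content: 907 genes that TRAP depleted at least 2-fold, with a median GC of 55.7% against 49.7% over all genes, had a median of −0.05 (SE 0.08) where 0.95 was predicted, while 84 markers of other cell types were not depleted by TRAP as a set (median −0.01 in saline). The effect of DSP-4 on the neurons, and the removal by the authors of 2 saline samples for their *Slc6a2* enrichment, stay open as untested.

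Nuclear-encoded genes of oxidative phosphorylation were lower in TRAP after DSP-4, with a joined-list score of −0.67 (adjusted p = 0.00628, and adjusted p = 0.319 with an estimated correlation) and a list median of −0.21. Other genes of the same exonic length or GC content were less low in these libraries. The 2.5th percentile of 1000 lists lay above the joined list's median when matched on exonic length (−0.103) or on GC content (−0.0425). These lists were drawn gene by gene, while the joined list's genes have an estimated correlation of 0.413, and the percentiles hold no spread between libraries. They therefore do not decide whether a loss of short transcripts or GC content is the whole cause. Less unbound hindbrain RNA cannot be told apart from a fall within the neurons: lists matched on TRAP enrichment also lay above the median (−0.0490), but that enrichment follows GC content (Spearman rho = −0.521 across genes, which are not independent replicates), so it does not measure unbound RNA alone, and the 84 markers of other cell types, which unbound RNA carries, lay above the list by 0.22 (SE 0.12), under 2 SE. Chance cannot be excluded, as 9 of the 84 splits gave a score as large in size, the highest other being −0.78. An effect of DSP-4 on these genes stays open as untested.

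DSP-4 TRAP replicates 2 and 3 held 39 counts of 0 together, Y-linked genes left out (42 with them), in genes well covered elsewhere. Chance sampling of rare reads is argued against, because the levels in the other libraries predict 1.33e-16 counts of 0. Few RNA molecules copied many times may account for them: over 1655 genes with a mean count of 50 to 200, the excess variance of the 2 libraries was 0.137 and 0.142, against 0.0345 to 0.0831 in the other 4 DSP-4 TRAP libraries and 0.0426 to 0.0515 in the saline ones. No biological explanation was tested.

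Among 75 genes and lists looked at over the 6 DSP-4 TRAP libraries, 3 had 1 library far from the others, where chance alone picks out about 1 in 20 groups. *Phox2a* lay at 12.0 CPM in replicate 9 and at 3.69 to 6.72 CPM in the others. *Mitf* lay at 23.3 CPM in replicate 2 and at 18.0 to 20.0 CPM in the others. The mean log2 CPM of the vacuolar ATPase list was 8.70 in replicate 2 and 8.44 to 8.53 in the others, and that list had an ES of 0.27 (adjusted p = 0.749).

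The pituitary hormone genes *Gh* and *Prl*, which the paper does not discuss, were higher on average in DSP-4 TRAP libraries than in saline ones. *Gh* had a mean of 90.4 CPM after DSP-4 (3.09 to 324) and 6.55 CPM after saline (2.22 to 9.42). *Prl* had a mean of 112 CPM after DSP-4 (0.853 to 313) and 7.02 CPM after saline (2.33 to 15.8). Neither passed over all genes (FDR = 1.00 for both). In saline input they lay at 78.8 and 111 CPM in replicate 5 and at 5.72 and 0.425 CPM in replicate 12. In DSP-4 input they lay at 20.8 and 6.35 CPM in replicate 2 and at 158 and 251 CPM in replicate 7. *Ddx3y*, a Y-linked gene, lay at 0 to 0.985 CPM in DSP-4 TRAP replicates 3, 7 and 9 and in saline TRAP replicate 4. In the other TRAP libraries it lay at 82.1 to 138 CPM, so the pools differed in sex. *Prl* lay at 154, 313 and 60.7 CPM in DSP-4 TRAP replicates 3, 7 and 9, and at 5.68, 0.853 and 139 CPM in replicates 1, 2 and 8. *Gh* lay at 60.9, 98.8 and 33.1 CPM in replicates 3, 7 and 9, and at 22.2, 3.09 and 324 CPM in replicates 1, 2 and 8, so it did not separate by *Ddx3y*. In saline TRAP replicate 4, *Gh* lay at 8.01 CPM and *Prl* at 15.8 CPM. As only that saline TRAP pool was low in *Ddx3y*, the mean difference in *Gh* and *Prl* between treatments is not separated from sex.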

How the results depend on the processing

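Of the alternatives, limma-voom with TMM factors or scaled by library size, edgeR scaled by library size, the settings without both DSP-4 TRAP replicates 2 and 3, unscaled counts, the regrouping of libraries and the joined list of oxidative phosphorylation were chosen only after the data were seen, as was the test of the number of lists over other splits.

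DSP-4 against saline in TRAP gave 3 genes, and a count within 1.5-fold of that under 10 of the 21 alternatives that could change it. It gave 1 gene at an FDR threshold of 0.05 (a stricter threshold), 0 without a mean-variance trend, 5 with DESeq2, 1 with edgeR scaled by library size, and 0 to 3 with 1 library left out. TRAP against input in saline moved from 4217 genes to 2100 and 5185 (lowest and highest with 1 library left out), and to 707 with the replicate block over pairs only, which uses fewer samples. TRAP against input in DSP-4 moved from 6135 to 3678 and 6914 with 1 library left out, and to 3736 with the same block. Under the block, which holds 1 saline pair, 26 of the 33 genes named for saline kept their call, *Gabra6* reversed (−0.49; also −0.16 without saline TRAP replicate 6, up to 3.41 with another library left out) and 6 did not pass, *Phox2a* among them (FDR = 0.129), while all 25 genes named for DSP-4 kept theirs; a random block gave 4785 and 6604 genes. The difference in enrichment and the comparison of inputs stayed at 0 genes under all 24 and 22 alternatives that could change them, DESeq2 and limma included. Of the 20 lists, 8 passed, and 3 without both DSP-4 TRAP replicates 2 and 3, 1 by camera with estimated correlation (0 adjusted over all 34 lists), 0 by fry, and 6 to 12 with 1 library left out. By regrouping the libraries 0 passed, but there 1 list alone cannot pass, as the smallest p before adjustment over the 20 lists is 0.0119. Chance cannot be excluded for the 8 lists that passed, as 17 of the 84 splits passed as many lists, the highest other being 12. The lysosome list had an adjusted p of 0.0599 on unscaled counts, 0.236 without both replicates, 0.342 by camera, 0.536 by fry, 0.306 by regrouping, and 0.00686 to 0.110 with 1 library left out. The neurodegeneration list had 0.0421 on unscaled counts and 0.0228 to 0.885 with 1 library left out. The joined list had 0.319 by camera, 0.500 by fry and 0.281 by regrouping. The axonal cytoskeleton list reversed without saline TRAP replicate 12 (0.84, others from 0.00749). Except where noted, the cause was not tested. Followed across settings were the genes that the paper names (DSP-4 against saline) and those named for TRAP against input. They kept direction and side of the threshold in 2172 of 2232 settings that could change a call. Direction was kept in all settings but the 2 for *Gabra6*. Most genes that the paper names did not pass in the main test, and staying so counts as kept. That share therefore does not describe the calls of *Slc6a2*, *Dbh* and *Gal*, whose number was 0 to 3 with 1 library left out. Other named genes were not followed across settings. A minimum mean count of 50 removed no gene and the prior count does not enter the test, so neither is counted here. With 6 against 3 libraries, changes under 2-fold are mostly missed.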

Differences from the paper's values

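The settings added only after the data were seen are limma-voom with TMM factors and limma-voom scaled by library size.

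For *Gm16677*, the paper's log2 fold change in DSP-4 against saline TRAP is about −3.4 in Fig. 4c, read by eye, and the value here was −1.1 (SE 0.99). Of the alternatives set before the data were examined, limma on log2 CPM (−2.95) came within the SE of the paper's value and the others did not, lying between −0.73 (without saline TRAP replicate 4) and −2.0 (quantile normalization with voom). For *LOC108168645*, the paper's value is about −2.6 in Fig. 4c, read by eye, and the value here was −1.55 (SE 0.73). Quantile normalization with voom (−2.50), library quality weights with voom (−3.10) and limma on log2 CPM (−2.50) came within the SE of the paper's value, and the other alternatives set before the data were examined did not. Limma-voom, chosen after seeing the values, reached −3.45 and −2.61 for these 2 genes with TMM factors and −3.44 and −2.57 scaled by library size, and dropped 0 of the 3 genes that the paper calls.

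The paper reports the KEGG sets for pathways in cancer, melanogenesis, cytokine receptor interaction, PD, AD and Huntington's disease as enriched, and its text does not say whether those p-values were adjusted. The lists here are not KEGG's. The list of cancer pathways did not pass (adjusted p = 0.554), nor under any alternative (0.194 to 0.992). The melanogenesis list (adjusted p = 0.105) passed with limma's moderated t as the ranking (0.0216) and without DSP-4 TRAP replicate 3 (0.0437) or 8 (0.0368) or saline TRAP replicate 6 (0.0110) or 12 (0.0306), in a range of 0.0110 to 0.524. The cytokine list (adjusted p = 0.0572) passed without DSP-4 TRAP replicate 7 (0.0251) or saline TRAP replicate 6 (0.00956), in a range of 0.00956 to 0.536. The list of neurodegeneration genes (adjusted p = 0.291) passed without DSP-4 TRAP replicate 7 (0.0421), without saline TRAP replicate 6 (0.0228) and, in a setting chosen after seeing the values, on unscaled counts (0.0421), in a range of 0.0228 to 0.885. It is a weak counterpart of KEGG's sets for PD, AD and Huntington's disease, which hold many respiratory chain subunits. The lists of complex I (ES −0.69) and complex V (ES −0.72) passed the running sum in the paper's direction (adjusted p = 0.00697 each). Neither passed with an estimated correlation (adjusted p = 0.342 from camera).

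The paper places the genes of Table 3 in one co-expression module with *Slc6a2*, *Dbh* and *Gal*. Over the 6 DSP-4 TRAP libraries, 0 of the 10 genes had an adjusted exact permutation p under 0.05 for their correlation with those 3 genes, also 0 over all 9 TRAP libraries with the treatment means removed. This is another test than WGCNA, which the paper ran over all samples kept. Both counts leave out the difference between treatments, with which the paper's module was correlated. Within the 6 libraries, the 3 genes did not vary as 1 group (r = −0.12 between *Slc6a2* and *Dbh*, 0.68 between *Slc6a2* and *Gal*, 0.04 between *Dbh* and *Gal*). The counts therefore do not speak against the module.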

Other observations

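In this part, the matched lists for ribosomal protein genes were chosen only after the result was seen.

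Genes of cytosolic ribosomal proteins were lower in TRAP after DSP-4 as a group. Of 79, 74 had a negative log2 fold change (list median −0.31), with an ES of −0.79 (adjusted p = 0.00697, and adjusted p = 0.342 with an estimated correlation, in a range of 3.63e-23 to 0.524 over all alternatives). Among them were *Rps29* (−0.83), *Rpl37* (−0.79), *Rpl28* (−0.58) and *Rps19* (−0.53). By edgeR, 0 passed over all genes or when adjusted over the list alone, and 12 were lower at an unadjusted p under 0.05. Of 1000 lists matched on exonic length or GC content, the 2.5th percentiles of the median were −0.09 and −0.05. These lists were drawn gene by gene, while the ribosomal genes have an estimated correlation of 0.644, and the percentiles hold no spread between libraries. They therefore do not decide whether transcript length or GC content is the cause. In input the ribosomal list went the other way, with 70 of 79 genes positive (list median 0.13) and 0 passing.

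Of 17 microglial genes, 14 were positive in TRAP after DSP-4 (list median 0.21), with an ES of 0.64 (adjusted p = 0.00697, and adjusted p = 0.342 with an estimated correlation), and 0 passed singly. *Laptm5* had a log2 fold change of 1.09, the complement receptor gene *Itgam* of 0.67 and *C1qc* of 0.50. The list did not pass without saline TRAP replicate 12 (adjusted p = 0.0663) or without both DSP-4 TRAP replicates 2 and 3 (adjusted p = 0.104), in a range of 0.00183 to 0.524 over all alternatives. In input, 15 of 17 were positive (list median 0.19). Of 37 antioxidant genes, the metallothioneins *Mt2* (adjusted p = 0.0722) and *Mt1* (−0.68, adjusted p = 0.0921) and the glutathione peroxidase gene *Gpx1* (−0.50, adjusted p = 0.0921) were lower when adjusted over the list alone, and 0 passed over all genes. That list had a median of −0.02 and an ES of −0.44 (adjusted p = 0.0295, and adjusted p = 0.404 with an estimated correlation). It did not pass without DSP-4 TRAP replicate 1 (0.0806), 2 (0.133) or 8 (0.0985), saline TRAP replicate 4 (0.332) or 6 (0.283), or both DSP-4 TRAP replicates 2 and 3 (0.0863), in a range of 0.0115 to 0.524.

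In the other lists given here no member passed over all genes, and no list passed with an estimated correlation (p adjusted over all 34 lists). All 5 erythrocyte genes were negative (list median −0.47, adjusted p = 0.367), *Hba-a1* at −0.64 and *Hba-a2* at −0.65. Of 8 ependymal and choroid plexus genes, 7 were positive (list median 0.53, adjusted p = 0.390), among them *Pltp* (0.89) and *Kl* (0.67). All 6 cholinergic genes (list median −0.28, adjusted p = 0.367) and 7 of 8 genes of oligodendrocyte precursors (list median −0.24, adjusted p = 0.367) were negative. Of 29 genes of chaperones and the unfolded protein response, 24 were negative (ES −0.40, adjusted p = 0.211 by the running sum and adjusted p = 0.420 with an estimated correlation). The astrocyte list had an ES of 0.37 (adjusted p = 0.486 by the running sum and adjusted p = 0.996 with an estimated correlation) but a median of −0.02, with 12 of 17 genes negative.

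In whole-hindbrain input, DSP-4 against saline gave 0 genes by edgeR, DESeq2 and limma, and 306 at an unadjusted p under 0.05 by edgeR, 17 higher and 289 lower. *Gpbp1* (−0.70) and the neuronal RNA-binding protein gene *Elavl2* (−0.72) had the smallest p-values. Cerebellar genes were positive in 9 of 11 cases (list median 0.84) and ependymal and choroid plexus genes in 7 of 8 (list median 1.04), with 0 passing. Across 11542 genes, which are not independent replicates, the change in input rose with GC content (Spearman rho = 0.646), with medians of −0.30 in the fifth of genes lowest in GC and 0.17 in the highest. The corresponding rho was −0.582 for TRAP against input after DSP-4 and −0.054 for DSP-4 against saline in TRAP.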
